# FANCA deficiency promotes leukaemic progression by allowing the emergence of cells carrying oncogenic driver mutations

**DOI:** 10.1038/s41388-023-02800-9

**Published:** 2023-08-12

**Authors:** Patrycja Pawlikowska, Laure Delestré, Sebastian Gregoricchio, Alessia Oppezzo, Michela Esposito, M’ Boyba Diop, Filippo Rosselli, Christel Guillouf

**Keywords:** Haematological cancer, DNA damage and repair

## Abstract

Leukaemia is caused by the clonal evolution of a cell that accumulates mutations/genomic rearrangements, allowing unrestrained cell growth. However, recent identification of leukaemic mutations in the blood cells of healthy individuals revealed that additional events are required to expand the mutated clones for overt leukaemia. Here, we assessed the functional consequences of deleting the Fanconi anaemia A (*Fanca*) gene, which encodes a DNA damage response protein, in *Spi1* transgenic mice that develop preleukaemic syndrome. FANCA loss increases SPI1-associated disease penetrance and leukaemic progression without increasing the global mutation load of leukaemic clones. However, a high frequency of leukaemic FANCA-depleted cells display heterozygous activating mutations in known oncogenes, such as *Kit* or *Nras*, also identified but at low frequency in FANCA-WT mice with preleukaemic syndrome, indicating that FANCA counteracts the emergence of oncogene mutated leukaemic cells. A unique transcriptional signature is associated with the leukaemic status of FANCA-depleted cells, leading to activation of MDM4, NOTCH and Wnt/β-catenin pathways. We show that NOTCH signalling improves the proliferation capacity of FANCA-deficient leukaemic cells. Collectively, our observations indicate that loss of the FANC pathway, known to control genetic instability, fosters the expansion of leukaemic cells carrying oncogenic mutations rather than mutation formation. FANCA loss may contribute to this leukaemogenic progression by reprogramming transcriptomic landscape of the cells.

## Introduction

Genetic instability, a key characteristic of cancer [1], is considered a major cell autonomous force in both cancer initiation and progression. Indeed, an increased mutational landscape correlates with cancer progression, as supported by three major facts: (a) the majority of solid tumours and leukaemia consistently exhibit genetic instability, as revealed by both cytogenetic and sequencing data analyses [2]; (b) the high risk of cancer incurred by patients bearing inactivating germline mutations in genes encoding DNA damage response (DDR) proteins, which maintain genome stability [3]; and, inversely, (c) the frequent presence of inactivating mutations in DDR protein-encoding genes in sporadic tumours [4].

However, the mutational signature repertoire and the mutational load associated with cancer are clearly tumour-dependent and, comparatively to solid tumours, scarce in leukaemia [2]. Moreover, recently published studies revealed an accumulation of somatic mutations in cancer-associated driver genes in healthy cells that maintain their physiological functions [5]. For example, a pattern of somatic mutations found in haematological cancer-associated genes, including *DNMT3A*, *TET2*, *ASXL1*, *TP53* and its regulator *PPM1D*, has been described in healthy individuals without clinical haematologic abnormalities [6]. These observations raised questions about what additional factors and events, in addition to genetic instability, contribute to leukaemic progression.

SPI1/PU.1 is a master TF involved in normal and stressed haematopoiesis. SPI1 behaves either as a tumour suppressor [7, 8] or an oncogene [9–11]. Alteration of SPI1 expression in a mouse model has been identified as a founding event in myeloid transformation, triggering cellular and molecular alterations that are consistent with preleukaemic disorders [12–14]. SPI1-overexpressing mice develop such a preleukemic disorder from erythroid origin [14]. SPI1 constitutive expression in mice causes haematological neoplasia characterized by anaemia due to the blockage of erythroid differentiation and splenomegaly due to expansion of blasts whose expansion is still controlled by growth factors [14]. Whereas 60% of mice develop preleukaemic syndrome, they rarely progress spontaneously into leukaemia (identified in less than 10% of the offspring). However, leukaemic progression can be mediated by additional mutations in the *c-Kit* gene encoding the stem cell factor (SCF) receptor [15]. Thus, transgenic *Spi1*-overexpressing (Tg*Spi1*) mice represent a preleukaemic state towards the development of leukaemia. Similarly, a block of erythroid differentiation due to high expression of transcriptional regulators has recently been described in over 25% of acute human erythroleukaemia (AEL) cases [16]. The identification of secondary mutations in genes encoding DDR proteins in murine models of AEL [17], including those that code for the proteins of the Fanconi anaemia pathway (FANC), supports that downstream alteration in key oncogenes and abnormalities in DDR plays a role in leukaemic progression.

FANC proteins constitute a pathway embedded in the DDR network and are involved in DNA repair and replication rescue, ensuring chromosomal integrity [18, 19]. Their genetic loss of function leads to Fanconi anaemia (FA), a human bone marrow failure (BMF) syndrome associated with DDR failure, genetic instability, abnormalities in ribosome biogenesis and a proinflammatory and prosenescent phenotype [20, 21]. Counterintuitively, considering hypoproliferative FA cells and clinical phenotypes, FA patients are at high risk for myelodysplastic syndrome (MDS), acute myeloid leukaemia (AML) and solid cancers [22]. FA is due to inactivating biallelic mutations in over 20 *FANC* genes, some of which have also been involved in other cancer predisposition syndromes [23, 24]. Surprisingly, patients with mutations in the different genes that affect the functionality of the FANC pathway do not have the same spectrum of cancers [23, 25, 26]. Moreover, FANC-knockout (KO) mouse models generally fail to spontaneously develop leukaemia or other cancers, but they present minor BMF defects, infertility and DNA damage hypersensitivity, attesting to the presence of major DDR alterations [27–30]. Thus, even if myelodysplasia or AML in FA patients appears to be associated with some specific genomic abnormalities [31], genetic instability seems to be insufficient per se for overt leukaemic development in FA.

To provide new insights into additional factors or events that, in addition to genetic instability, contribute to leukaemic progression, we combined alternative genetic preleukaemic settings provided by the SPI1-overexpressing mice and the knockout of the *Fanca* gene. Since preleukaemic erythroblastic cells expressing high levels of SPI1 exhibit replicative stress [32, 33], a deficiency in DNA repair and/or replicative stress responding proteins could increase the genetic instability and/or tumorigenic progression of SPI1-overexpressing preleukaemic blasts, revealing gene products and pathways involved in allowing leukaemia-initiated cells to progress. We show that loss of function of FANCA and abnormally high expression of SPI1 synergize during leukaemogenesis. Depletion of FANCA in TgSpi1 mice leads to progression from preleukaemia to leukaemia without increasing mutation load. In contrast, selection and/or expansion of cells with oncogenic mutations are promoted and associated with a peculiar transcriptional programme in leukaemic cells.

## Results

### FANCA deficiency exacerbates *TgSpi1*-associated haematologic disorder

We crossed *Fanca*^+/−^ (*FA*^+/−^) mice [28] with transgenic mice constitutively expressing a *Spi1* transgene (*TgSpi1Fanca*^*+/+*^) [14] and backcrossed the first generation (F1) of *TgSpi1FA*^+/−^ mice with *Fanca*^+/−^ mice to obtain *TgSpi1FA*^−/−^ mice (Fig. 1A). The lack of *Fanca* expression was verified by RT-qPCR, and the overexpression of SPI1 was confirmed by immunohistochemistry (Supplementary Fig. S1A, B).

**Fig. 1:**
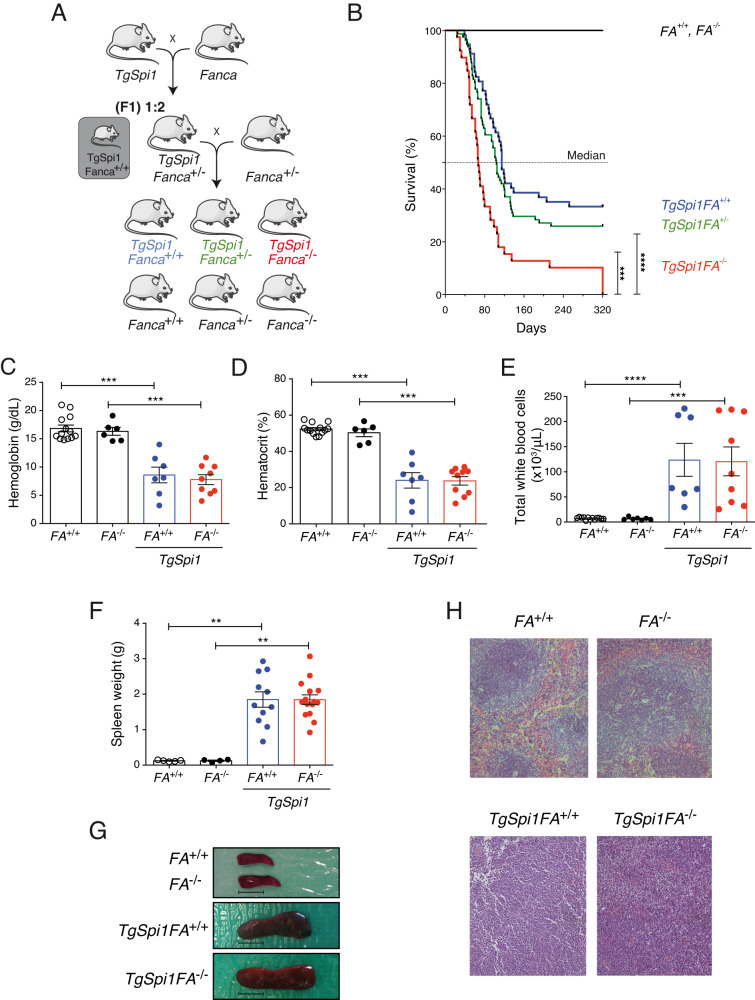
Combined genetic inactivation of *Fanca* and high expression of SPI1 accelerates anaemia and splenomegaly appearance in mice. **A** To generate mice harbouring the *Fanca* deletion and *Spi1* transgene, homozygous *Spi1* transgenic male mice (*TgSpi1*) were crossed with *Fanca*-deleted heterozygous females. From this first cross (F1), *TgSpi1* and *Fanca*-deleted heterozygous males (*TgSpi1Fanca*^*+/−*^*)* were then used for breeding with *Fanca*-deleted heterozygous females (*Fanca*^*+/−*^), and the resulting *TgSpi1* and *Fanca*-deleted homozygous (*TgSpi1FA*^−/−^) mice were identified by genotyping. Mice in grey boxes were not used. *Fanca*-deleted mice are further indicated as *FA*^−/−^ or *FA*^*+/−*^. **B** Kaplan‒Meier curve of the survival of mice bearing *TgSpi1FA*^*−/−*^ (N = 39), *TgSpi1FA*^*+/−*^ (*N* = 81) or allelic controls (*FA*^*+/+*^, *N* = 12; *FA*^*−/−*^, *N* = 12; *TgSpi1FA*^*+/+*^, *N* = 57). ****P < 0.0001, Mantel‒Cox test. Haemoglobin concentration (**C**), haematocrit level (**D**) and cell count (**E**) of peripheral blood from moribund *TgSpi1FA*^*−/−*^ and *TgSpi1FA*^*+/+*^ mice and from 3- to 4-month-old *FA*^*+/+*^ and *FA*^*−/−*^ mice. Histograms indicate the mean ± SEM from 6 to 13 individual mice according to the groups. Statistical analysis was carried out using the Mann‒Whitney test. **F** Histograms indicate the mean ± SEM of spleen weight of moribund *TgSpi1FA*^*−/−*^ and *TgSpi1FA*^*+/+*^ mice and from 3- to 4-month-old *FA*^*+/+*^ and *FA*^*−/−*^ mice from 4 to 15 individual mice according to the groups. Statistical analysis was carried out using the Mann‒Whitney test. **G** Representative images of the spleens of the mice with the 4 genotypes. Scale bar, 1 cm. **H** Haematoxylin and eosin-stained splenic sections of moribund *TgSpi1FA*^*−/−*^ and *TgSpi1FA*^*+/+*^ mice or 3- to 4-month-old healthy *FA*^*+/+*^ and *FA*^*−/−*^ mice. Magnification, ×200.

All mice appeared healthy at birth without congenital malformations or growth problems. At later ages, *TgSpi1FA*^*+/+*^, *TgSpi1FA*^*+/−*^ and *TgSpi1FA*^*−/−*^ mice developed anaemia and splenomegaly, leading to their death. However, all of the *TgSpi1FA*^−/−^ mice died within 10 months after birth, while only 67% of the *TgSpi1FA*^+/+^ mice died within this time frame (Fig. 1B and Supplementary Fig. S1C). The median survival of 67 days for the *TgSpi1FA*^−/−^ mice and 115 days for the *TgSpi1FA*^+/+^ mice demonstrated acceleration of disease onset (Fig. 1B). *TgSpi1FA*^*+/−*^ mice present with intermediate behaviour, with a median survival of 105 days, and 20% of the animals were still alive at 10 months of age. None of the wild-type *Fanca*^+/+^ (WT, FA^+/+^) or *Fanca*^−/−^ (FA^−/−^) mice developed a disease, indicating that the pathology requires the unrestrained expression of SPI1. At death, *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice showed a similar severity of anaemia with a reduction in both the haemoglobin and haematocrit levels (Fig. 1C, D). *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice displayed a high number of total white blood cells (>100 × 10^3^/μL) (Fig. 1E) and comparable splenomegaly (Fig. 1F, G) with disrupted splenic architecture (Fig. 1H). All these parameters indicate that their death occurs at a similar level of disease progression.

Taken together, our data demonstrate that FANCA loss of function accelerates the progression of the haemopathy associated with the unrestrained expression of SPI1 and allows for full disease penetrance.

### Lack of FANCA does not modify the lineage specificity of leukaemic cells associated with SPI1 overexpression

To shed light on how loss of FANCA function led to the observed acceleration and full penetrance of SPI1-associated disease, we searched for the haematopoietic populations contributing to the disease. At death, the proportions of CD4^+^CD8^-^ and CD4^-^CD8^+^ T lymphoid or CD11b^+^ myeloid cells in the bone marrow (BM) were similar in all genotypes, while B lymphoid, CD19^+^B220^+^, cells were equally reduced in *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice compared to non-Tg*Spi1*, *FA*^*+/+*^ and *FA*^*−/−*^ mice (Supplementary Fig. S2).

Subsequently, we profiled erythroid subpopulations according to CD71 and Ter119 cell-surface markers and the forward scatter (FSC) parameter [34, 35]. Flow cytometry analysis identified the following six cellular subpopulations: CD71^−^Ter119^−^ (I); CD71^+^Ter119^−^ (II, colony-forming unit erythroid, CFU-E); CD71^+^Ter119^Med^ (III, pro-erythroblasts, Pro-E); and the three Ter119^High^ subpopulations (IV) that are CD71^+^FSC^High^ or basophilic, CD71^**+**^FSC^Low^ or polychromatic, and CD71^-^FSC^Low^ or orthochromatic cells (Fig. 2A, B). Compared to FA^+/+^ and FA^−/−^ mice, which show similar profiles, *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice displayed an increased proportion of CFU-E progenitors in their BM to more than 50% of the total cell count. This is at the expense of basophilic, polychromatic and orthochromatic erythroblasts, indicating erythroid differentiation blockage consistent with the observed anaemia (Fig. 2B, C). Altered erythroid differentiation was also evident in the spleen, with a clear accumulation of CFU-E progenitors in *TgSpi1* mice (Fig. 2C). Similar populations were found between *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice.

**Fig. 2:**
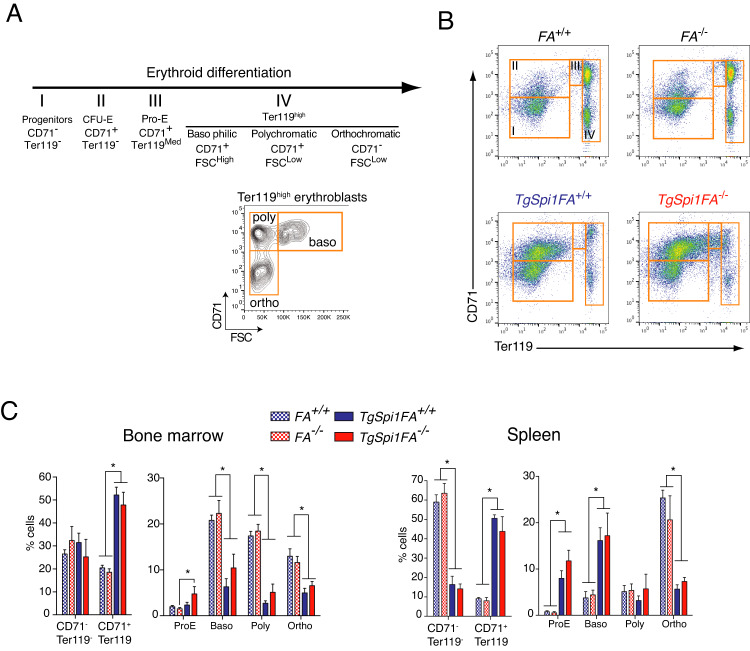
Characterization of leukaemic cells. **A** Schematic diagram representing erythroid differentiation with the specific phenotypic markers used. **B** Representative profiles of cells incubated with antibodies against Ter119 and CD71 and analysed by flow cytometry. **C** Histograms represent the mean % of each population for mice analysed (from 4 to 8 mice) according to Ter119 and CD71 markers and basophilic, polychromatic and acidophilic cells relative to 100% of bone marrow or spleen cells as described in A and B. Statistical analysis was carried out using the Mann‒Whitney test. Three types of comparisons were performed: *FA*^*−/−*^ to *TgSpi1FA*^*−/−*^; *FA*^*+/+*^ to *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ to *TgSpi1FA*^*+/+*^. For better visualization, only one * was written for all *P* values (*P* < 0.05), even if more highly significant.

In conclusion, the proliferating blasts had an erythroid lineage origin in both *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice. Moreover, accelerated death and full penetrance of the *TgSpi1*-associated disease due to FANCA loss of function were not caused by additional alterations of other lineages such as myeloid, B or T lymphoid cells.

### FANCA deficiency promotes tumorigenicity associated with EPO independence

It was previously shown that cells isolated from the bone marrow and spleen of sick *TgSpi1* mice required the erythroid growth factor erythropoietin (EPO) to be maintained in culture and did not give rise to tumour after subcutaneous engraftment [14]. Accordingly, EPO starvation induced growth arrest and death of blasts derived from 83% of *TgSpi1FA*^*+/+*^ mice generated in this study (Fig. 3A, left panel and 3B). In contrast, the blasts derived from only 23% of *TgSpi1FA*^*−/−*^ mice required EPO for survival and proliferation (Fig. 3A, right panel and 3B). In addition, EPO-independent cells formed in situ tumours within three weeks of their subcutaneous injection into immunodeficient mice demonstrating their ability for autonomous proliferation (Fig. 3B and Supplementary Fig. S3A). None of the EPO-dependent cells gave rise to tumours. Additionally, blasts were intravenously injected into immunodeficient mice where they were exposed to endogenous EPO. Accordingly, EPO-dependent and EPO-independent cells were able to invade the bone marrow and spleen. However, EPO-independent blasts from the *TgSpi1FA*^−*/* −^ mice displayed a strong proliferation advantage as deduced from the higher fraction of blasts in the bone marrow and spleen compared to EPO-dependent cells (Supplementary Fig. S3B). EPO-dependent cells that do not give rise to subcutaneous tumours, with no autonomous proliferation, are considered as preleukaemic cells.

**Fig. 3:**
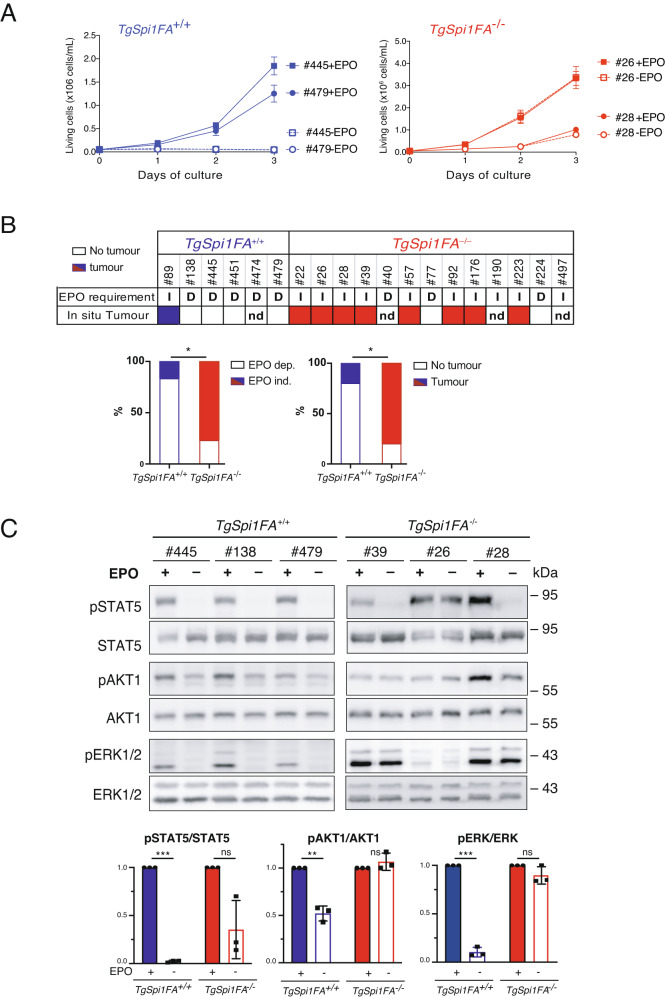
*Fanca* deletion confers EPO independence and tumorigenicity. **A** Primary cells isolated from the spleens of sick *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice with splenomegaly were cultured with (+EPO, full line) or without EPO (−EPO, dashed line). Living cells were counted on the indicated days using the trypan blue exclusion test. Data are the mean ± SEM of a minimum of 3 independent experiments. **B** EPO requirement and in situ subcutaneous secondary tumour in nude mice from *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ blasts. D: EPO dependent; I: EPO independent; nd: not determined. Filled boxes indicate that primary transforming cells formed secondary tumours in nude mice; empty boxes indicate that no secondary tumours were detected. Histograms represent the percentage of sick mice whose spleen was invaded by EPO dependent or EPO-independent cells among *TgSpi1FA*^*+/+*^ or *TgSpi1FA*^*−/−*^ mice. The same is shown for the ability to develop subcutaneous in situ secondary tumours. Statistical analysis was carried out using Chi-square test. * indicates *P* < 0.05. **C** Representative immunoblots of whole-cell extracts of *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ cells coupled with anti-pSTAT5, total STAT5, pAKT, total AKT, pERK1/2 and total ERK1/2 antibodies. Cells were cultured in the presence (+) or absence (−) of EPO for 4 h. Histograms represent the mean of the signal ratio of phosphorylated to total protein in cells deprived of EPO relative to their respective control, cells cultured in the presence of EPO from 3 independent mice. Statistical analysis was carried out using unpaired Student *t*-test. * indicates *P* < 0.05; **P < 0.01; ***P < 0,001.

To sustain blast survival and proliferation, EPO initiates several signalling pathways *via* the activation of diverse effectors, including STAT5, AKT1 and ERK1/2 [36]. Accordingly, *TgSpi1FA*^*+/+*^ preleukaemic cells cultured in the presence of EPO presented STAT5, AKT1 and ERK1/2 phosphorylation, an indicator of their activation, which was systematically reduced following EPO starvation (Fig. 3C, #445, #138, #479). In contrast, in *TgSpi1FA*^*−/−*^ blasts whose proliferation was independent of EPO, the activation of the AKT1 and ERK1/2 signalling pathways was independent of the presence of EPO (Fig. 3C, #39, #26, #28). Interestingly, the consequence of EPO deprivation on STAT5 activation differs according to the *TgSpi1FA*^*−/−*^ mice. Cells from #26 mice still presented STAT5 phosphorylation in the absence of EPO, while those from #28 and #39 mice were not able to maintain STAT5 phosphorylation, indicating that the absence of FANCA was not sufficient for STAT5 constitutive activation. Interestingly, shRNA-mediated *Fanca* downregulation in EPO-dependent *TgSpi1FA*^*+/+*^ cell lines (#138, #445, #479) was unable to confer EPO independence in vitro 9 days post-infection (Supplementary Fig. S3C, D).

In conclusion, our results show that the absence of FANCA protein contributes to the emergence of blasts that do not require EPO to survive and/or proliferate. However, the sole absence of FANCA protein in a clone is not sufficient to confer EPO independence in a short time, revealing a complex mechanism likely associated with the presence of additional epi- or genetic events.

### FANCA loss of function favours the emergence of leukaemic *TgSpi1* clones with oncogenic mutations

To gain insight into the causes of EPO independence and tumorigenicity associated with loss of FANCA function, we performed whole-exome sequencing (WES) analysis of blasts isolated from the spleen of 5 *TgSpi1FA*^*+/+*^ and 9 *TgSpi1FA*^*−/−*^ mice with anaemia and splenomegaly.

WES analysis demonstrated that the number of small mutations (<200 bp) with a variant allele frequency (VAF) above 15% (Supplementary Table S1) and copy number variation (CNV) (>200 bp) (Supplementary Table S2, S3) per spleen was comparable between *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice (Fig. 4A, B). We identified a mean of 11.8 nonsilent mutations (range 8–20) for *TgSpi1FA*^*+/+*^ and 11.2 (range 7–17) for *TgSpi1FA*^*−/−*^. Qualitatively, the type (transversion vs. transition) as well as the single nucleotide variant (SNV) and indels resulting in protein variations (missense, nonsynonymous, splice site, stop-gain, frameshift and nonframeshift indels) were similar between *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ cells (Fig. 4C–E). Hence, even though *TgSpi1FA*^−/−^ leukaemic cells displayed higher levels of 53BP1 foci, DNA damage, chromosome breakage and intracellular reactive oxygen species (ROS) than *TgSpi1FA*^*+/+*^ preleukaemic cells (Supplementary Fig. S4), which are expected due to the lack of a functional FANCA protein, they did not show an increased level of genetic instability.

**Fig. 4:**
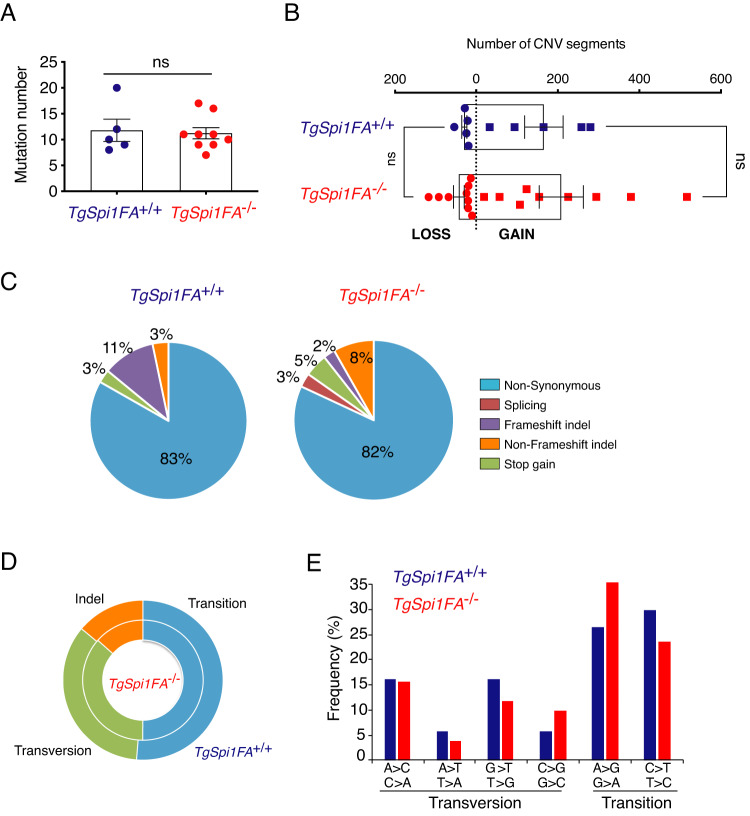
Structural genomic variations in preleukaemic and leukaemic cells. **A** Somatic mutation rates per animal (dot) are shown. Histograms indicate the mean ± SEM; ns: not significant Mann‒Whitney test. **B** Bar charts with error bars overlaid with dot plots showing the mean ± SEM of the number of CNV segments. Copy number gains and losses (>200 bp) were defined in *TgSpi1FA*^*+/+*^ preleukaemic and *TgSpi1FA*^*−/−*^ leukaemic cells using the Control-FREEC tool. Each dot represents cells from one sick mouse. Histograms indicate the mean ± SEM; ns: nonsignificant Mann‒Whitney test. **C** Pie charts showing the distribution of the type of mutations in *TgSpi1FA*^*+/+*^ (*n* = 5) or *TgSpi1FA*^*−/−*^ (*n* = 10) cells derived from sick mice. **D** Relative proportion of single nucleotide variations, transitions and transversions, and indels identified in *TgSpi1FA*^*+/+*^ (n = 5, outer circle) or *TgSpi1FA*^*−/−*^ (*n* = 10, inner circle) cells derived from sick mice. **E** Types of transitions and transversions in *TgSpi1FA*^***+****/+*^ (*n* = 5) or *TgSpi1FA*^*−/−*^ (*n* = 10) cells for all sick mice from the indicated genotypes.

We compared the list of the 128 genes with identified variants (Supplementary Table S1) to a comprehensive list of 1081 “cancer genes” obtained by combining the Catalogue of Validated Oncogenic Mutations of the Cancer Genome Interpreter (CGI) database and the Cancer Gene Census (CGC) of the COSMIC database. Twenty-three genes displaying pathogenic mutations were identified as human cancer genes (Fig. 5 and Supplementary Fig. S5). Figure 5 also includes a variant of *Fgd2*, which is not considered to be a cancer gene in the CGI and CGC databases but has been repeatedly found to display this specific variant (at least 5 times) in the cancer samples recorded in the COSMIC database. Mutations in fifteen out of the 23 genes were also identified in human erythroleukaemia (Fig. 5) [16, 37].

**Fig. 5:**
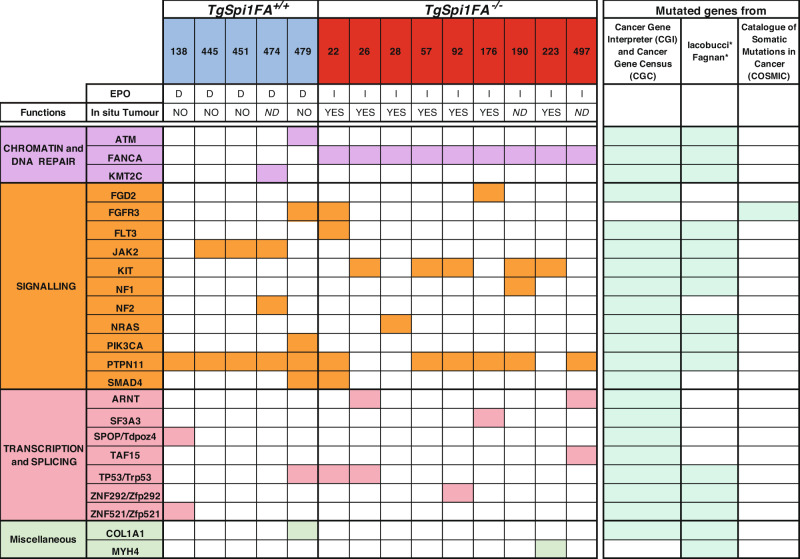
Mutated genes identified by WES in blasts of *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice. The names of genes with pathogenic mutations are shown. D: EPO-dependent clones; I: EPO-independent clones; nd no data. The ability of cells to give rise to subcutaneous tumour is indicated.

Mutations in the *Fgfr3, Ptpn11, Smad4* and *Trp53* genes were identified in both genotypes that excludes that observed variants were directly responsible for the EPO independency and tumorigenicity of the *TgSpi1FA*^*−/−*^ blasts.

The JAK2 V617F mutation, which is associated with myeloproliferative disorders and EPO hypersensitivity [38], was identified exclusively in blasts of *TgSpi1FA*^*+/+*^ mice, including #445 and #451, with VAF values of 28 and 18%, respectively. JAK2 Y931C is another mutation conferring gain of function [39] and was found in #474 mice. However, none of the JAK2 mutations conferred per se a proliferative advantage allowing in vivo clonal selection.

Interestingly, mutations in *Flt3, Fgd2*, *Nras and Kit* were identified exclusively in *TgSpi1FA*^*−/−*^ cells. All of these genes are key oncogenes in leukaemia. The *Kit* D818Y (#26, #57, #92, #223) or *Nras* Q61H (#28, #39) mutations, identified in 45 and 20% of mice, respectively, have been previously shown to confer growth factor independency in the *TgSpi1FA*^*+/+*^ cells or myeloma cells, respectively [15, 40], indicating a causal relationship between constitutively activated KIT and RAS pathways and growth factor independence.

Our results show that the somatic mutation rate was similar between *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ mice, but specific mutations in known oncogenes activating signalling pathways, *Kit* and *Ras*, were identified in FANCA-deficient cells. Considering the stochasticity of the mutational process, these data suggest that FANCA deficiency supports the selection of oncogenic mutations known to favour cell overgrowth. This hypothesis predicts that the oncogenic mutations identified in *TgSpi1FA*^*−/−*^ leukaemic cells should be present in the cell populations issued from the bone marrow or spleen of the *TgSpi1FA*^*+/+*^ mice in low-prevalence subclones. Accordingly, searching for *Kit or NRas* variants with low VAF in the preleukaemic cells from TgSpi1FA^+/+^ mice, we found KIT D818Y (mice #445 VAF 1.9%*)* and NRAS Q61H or G60V mutations (mice #479 VAF 2.1% and mice #138 VAF 1.6%, respectively). However, such mutated cells did not expand to become a major population of the spleen of *TgSpi1FA*^*+/+*^ mice displaying active FANCA, even when maintained in culture for several months.

Altogether, our results indicate that loss of FANCA establishes a favourable cellular environment for the selection of cells carrying genes with oncogenic mutations.

### A unique transcriptional deregulation is associated with the leukaemic status of FANCA-deficient cells

We hypothesized that transcriptomic modifications may contribute to the selection of leukaemic mutated clones in the absence of FANCA. We first compared RNA-seq data between *TgSpi1FA*^*−/−*^ leukaemic and preleukaemic cells (model 1). 

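The RNA-seq data of model 1 came from 4 TgSpi1FA+/+ preleukaemic mice (#138, #445, #451 and #479), 3 TgSpi1FA−/− preleukaemic mice (#40, #77 and #224) and 3 TgSpi1FA−/− leukaemic mice (#26, #28 and #39), with 1 library per mouse. Each library was prepared from 400 ng of RNA with 8 min of fragmentation. The deposited column names call #40, #77 and #224 leukaemic, whereas their sample titles, Fig. 3B and the legend of Fig. 6 call them preleukaemic, which is the stage used here. The authors deposited the number of reads counted on each of 26029 Ensembl genes, without normalization. Total counts per library ranged from 31955168 to 34846037 in the TgSpi1FA+/+ preleukaemic mice, from 29964576 to 34653758 in the TgSpi1FA−/− preleukaemic mice and from 36036450 to 38217654 in the leukaemic mice. After a filter on low counts (filterByExpr), 13393 genes were normalized by edgeR's TMM method and tested in 1 fit of the 3 groups with edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 either way. The libraries #445 and #479 were nearly alike, with a chi-square per degree of freedom of 9.18 between their counts. The other pairs of mice of the same group in model 1 had values between 126 and 411. In a second deposited table of other counts from the same mice, this pair reached 390.01, so the 4 TgSpi1FA+/+ preleukaemic libraries cannot be taken as 4 mice with certainty.

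Fanca (ENSMUSG00000032815) lies on the minus strand of chromosome 8 of GRCm38 from 123268300 to 123318576. In counts scaled to the library total after TMM normalization (CPM), it had 83.5, 29.4, 71.3 and 28.2 CPM in the TgSpi1FA+/+ preleukaemic mice #138, #445, #451 and #479. In the TgSpi1FA−/− preleukaemic mice #40, #77 and #224 it had 0.614, 2.30 and 1.23 CPM, and in the leukaemic mice #26, #28 and #39 it had between 0.958 and 1.67 CPM. The mean was 1.38 ± 0.852 (SD, n = 3) in TgSpi1FA−/− and 53.1 ± 28.5 (SD, n = 4) in TgSpi1FA+/+ preleukaemic cells, a log2 fold change of −5.26 (standard error 0.65, adjusted p = 0.0759 from edgeR's quasi-likelihood test). DESeq2's Wald test gave an adjusted p of 7.06e-18 for this difference, and the adjusted p was 0.0498 without #451. Over the alternatives with edgeR that kept all mice, the adjusted p rose to at most 0.354. Each TgSpi1FA−/− library had a lower level than each TgSpi1FA+/+ library (two-sided exact permutation test, p = 0.0571, the smallest that 3 mice against 4 allow).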

To exclude interference due to EPO signalling, we performed RNA-seq on blasts cultured in the presence of EPO. 

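Between the TgSpi1FA−/− leukaemic and preleukaemic cells, 1782 of the 13393 genes tested were differentially expressed, with 913 increased and 869 repressed in leukaemic cells. The unadjusted p was under 0.05 for 4342 genes (32.42%). The libraries of both groups did not overlap for 5188 genes (38.74%), where chance gives 10.0%. Among the alternatives tried, DESeq2's Wald test moved the count the most upwards, to 3067 genes with 1873 increased and 1194 repressed. It fell to 1205 genes in a fit of only the compared groups and to 510 with the fold change itself tested against 1.5. With #445 and #479 as 1 sample it was 1272, although these mice enter this comparison only through the shared fit. The count also changed with 1 mouse left out, where the smaller group lowers the power as well. The count was 414 genes without #28, 418 without #224, 711 without #39, 822 without #77, 833 without #40 and 2319 without #26.

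Among the largest increases in the fit were those of B4galt5, Fgf3, Hbb-bh1 and Nes, at least 666-fold, 3030-fold, 9820-fold and 490-fold higher. Six2 (ENSMUSG00000024134), on chromosome 17 from 85684277 to 85688274, had the largest decrease. It had 0 or 1 count in the leukaemic libraries and 230.0 ± 177 CPM (SD, n = 3) in the preleukaemic ones, and was at least 2940-fold lower in leukaemic cells (adjusted p = 0.00535 from edgeR's quasi-likelihood test). Cacna1e, Mgmt, Nr1h5 and Sycp1 were at least 402-fold, 139-fold, 359-fold and 1210-fold lower. The adjusted p rose to 0.0779, 0.0728, 0.0744 and 0.189 for Fgf3, Hbb-bh1, Nes and Sycp1 without #224, and to 0.118 and 0.135 for Cacna1e and Nr1h5 without #28. Without #224, Sycp1 was at least 10-fold lower, with a fitted log2 fold change of −4.36. Six2 was at least 1700-fold lower without #224, Hbb-bh1 at least 5030-fold higher without #28, and Fgf3 and Nes at least 2010-fold and 144-fold higher without #39. Without #26, Fgf3, Hbb-bh1 and Nes were at least 4520-fold, 14600-fold and 733-fold higher, so #26 added little to their bounds.

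Nras (ENSMUSG00000027852, chromosome 3 from 103058285 to 103067914) had 757 ± 425 CPM (SD, n = 3) in leukaemic and 189 ± 44.3 (SD, n = 3) in preleukaemic cells, a log2 fold change of 2.01 (standard error 0.45, adjusted p = 0.0249, and 0.0864 without #224). The level was 274 CPM in #26, 924 in #28 and 1070 in #39, and genes around Nras were also higher in #28 and #39 than in #26 by a median log2 difference of 1.26. Kit (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) had a log2 fold change of 0.45 (standard error 0.48, adjusted p = 0.558), which was −0.39 without #26. Spi1 (ENSMUSG00000002111, chromosome 2 from 91082390 to 91115756) had a log2 fold change of −1.32 (standard error 1.11, adjusted p = 0.443), with 629 CPM in #26, 219 in #28 and 3.87 in #39.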

We identified 3005 differentially regulated transcripts (|FC| ≥ 1.5; *P*_adjusted_ < 0.05), of which 1181 were repressed and 1824 were increased, in *TgSpi1FA*^*−/−*^ leukaemic compared to *TgSpi1FA*^*−/−*^ preleukaemic cells (Fig. 6A, model 1 and Supplementary Table S4).

**Fig. 6:**
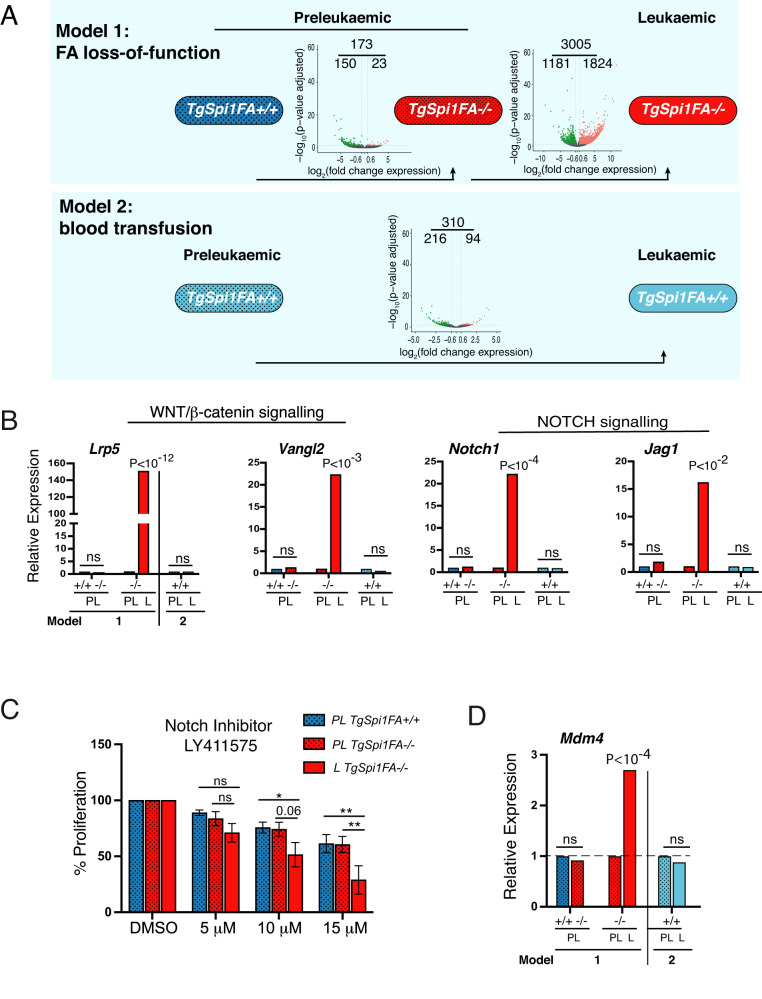
Loss of FANCA strongly impacts the transcriptome of leukaemic cells. **A** Top, model 1 (FA loss-of-function): volcano plots of differentially expressed genes between the preleukaemic *TgSpi1FA*^*+/+*^ versus preleukaemic *TgSpi1FA*^*−/−*^ cells or between the *TgSpi1FA*^*−/−*^ preleukaemic and leukaemic cells. Bottom, model 2 (blood transfusion): volcano plots of differentially expressed genes between the *TgSpi1FA*^*+/+*^ preleukaemic versus leukaemic cells. Increased genes in leukaemic cells (FC ≥ 1.5, *P* < 0.05) are indicated in red; repressed genes (FC ≤ 0.67, *P* < 0.05) are indicated in green. **B** Relative expression of genes from NOTCH or WNT/β-catenin pathways measured by RNA-seq between leukaemic (L) and preleukaemic (PL) cells from mice with the indicated genotypes. *TgSpi1FA*^*+/+*^(#138, #445, #451, #479) or *TgSpi1FA*^*−/−*^ (#40, #77, #224) preleukaemic cells or *TgSpi1FA*^*−/−*^ leukaemic cells (#26, #28, #39). Adjusted P values for multiple testing using the Benjamini and Hochberg method are indicated. ns: not significant. **C** *TgSpi1FA*^*+/+*^(#138, #445, #451, #479) or *TgSpi1FA*^*−/−*^ (#40, #77, #224) preleukaemic cells or *TgSpi1FA*^*−/−*^ leukaemic cells (#26, #28, #39) were seeded at 2 × 10^4^ cells/mL and treated with the indicated doses of the NOTCH inhibitor (LY411575). Living cells were counted 3 days post-treatment using a DAPI exclusion test and quantified as a percentage of the control DMSO. Data are the mean ± SEM of 3 independent experiments. Statistical analysis was carried out using two-way ANOVA against the DMSO control sample. * indicates *P* < 0.05; **P < 0.01. PL preleukaemic, L Leukaemic. **D** Relative expression of *Mdm4* mRNA measured by RNA-seq in preleukaemic or leukaemic cells of mice with the indicated genotypes (PL preleukaemic, L leukaemic). *P* values (RNA-seq analysis) were adjusted for multiple testing using the Benjamini and Hochberg method.

GSEA analysis revealed that leukaemic cells were significantly enriched for functional annotations related to WNT/β-catenin signalling that also include genes of NOTCH signalling (Supplementary Fig. S6A). 

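Lists of WNT/β-catenin and NOTCH pathway genes were written by hand before the data were examined. They were tested in place of the annotations of Supplementary Fig. S6A, whose genes the paper's text does not list. Of the 86 genes of the WNT list, 39 were tested, and 25 of them were higher and 14 lower in TgSpi1FA−/− leukaemic than in TgSpi1FA−/− preleukaemic cells. Their median log2 fold change was 0.94, also with genes near 0 counts set at their bound. The set test camera, with a preset correlation of 0.01, gave p = 0.0103, or 0.0362 after Benjamini-Hochberg adjustment over 7 list tests. The call held under the rotation test fry (adjusted p = 0.00377) and not with a correlation estimated from the data (adjusted p = 0.295). It also did not hold with DESeq2's size factors (median 0.99, adjusted p = 0.0505), in a fit of only the compared groups (0.90, 0.0743), without #28 (0.90, 0.051) or without #39 (0.66, 0.0679). In the NOTCH list, 30 of 38 genes were tested, 15 of them higher and 15 lower. Notch1 and Jag1 were below the filter on low counts and not among them. The 30 genes had a median log2 fold change of 0.04 (adjusted p = 0.436 from camera). This median was −0.15 under a filter of 1 CPM in 3 libraries and −0.10 in a fit of only the compared groups. With 1 mouse left out, this median ranged from 0.05 (without #39) to 0.57 (without #224). Those fits held 13772 to 14202 genes past the filter, against 13393, so the list genes tested can differ as well. Under fry, the adjusted p of the NOTCH list was 0.0398, for a common shift of the list, either up or down.

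Of the WNT list, 14 genes were differentially expressed, 11 increased and 3 repressed, and 17 when adjusted over the list alone. The increased genes were Lrp5, Vangl2, Fzd2, Fzd4, Fzd5, Btrc, Tcf7, Celsr2, Lgr4, Bcl9 and Pygo2. Fzd2 and Fzd4 were at least 28.2-fold and 29.9-fold higher (12.4-fold and 13.3-fold without #39), while Pygo2 had a log2 fold change of 0.94 and Tcf7 of 8.26. Tcf7l2, Rnf43 and Daam1 were repressed, with log2 fold changes of −2.65, −1.96 and −1.28. The number of differentially expressed genes of the WNT list was between 4, without #224 or without #28, and 22, without #26. Without #77, #39 or #40, it was 6, 7 and 9. Of the NOTCH list, 4 genes were differentially expressed, with and without adjustment over the list alone. Jag2, Maml2 and Aph1a were increased with log2 fold changes of 7.96, 3.81 and 1.81, and Adam10 was repressed with −1.01. The NOTCH list had 1 such gene without #77 or #224, 2 without #40 and 8 without #26.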

Relative expression of *Lrp5, Vangl2, Notch1* or *Jag1* analysed by RNA-seq experiments are shown as examples of DEG encoding proteins of the WNT/β-catenin or NOTCH signalling, respectively (Fig. 6B, middle red bars), and was validated by RT-qPCR in the *TgSpi1FA*^*−/−*^ leukaemic compared to *TgSpi1FA*^*−/−*^ preleukaemic cells (Supplementary Fig. S6B). 

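Lrp5 (ENSMUSG00000024913) lies on chromosome 19 of GRCm38 from 3584828 to 3686564. It had 783 to 2007 counts in the TgSpi1FA−/− leukaemic libraries and 0 to 4 in the TgSpi1FA−/− preleukaemic ones. Normalized for library size, this was 34.5 ± 14.9 CPM (SD, n = 3) in leukaemic and 0.0529 ± 0.0678 (SD, n = 3) in preleukaemic cells, a log2 fold change of 9.27 (standard error 1.58, adjusted p = 0.0116 from edgeR's quasi-likelihood test). With each of the 6 mice left out in turn, it stayed between 8.73 and 10.83, and the adjusted p was at most 0.0522, without #224. Vangl2 (ENSMUSG00000026556, chromosome 1 from 172000960 to 172028444) had 168 to 998 counts in leukaemic libraries, or 14.6 ± 10.3 CPM (SD, n = 3), and no count in preleukaemic ones. It was at least 155-fold higher in leukaemic cells (adjusted p = 0.0176 from the same test, 0.0655 without #28 and 0.0503 without #224), or at least 98.5-fold without #39.

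Notch1 (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663) had 4, 42 and 98 counts in the leukaemic libraries #26, #28 and #39 and 0 in the preleukaemic ones. Its 1.22 ± 1.19 CPM (SD, n = 3) in leukaemic cells made it at least 12.9-fold higher, or 6.25-fold without #39. Jag1 (ENSMUSG00000027276, chromosome 2 from 137081456 to 137116644) had 3, 26 and 180 counts in the leukaemic libraries, or 1.76 ± 2.43 CPM (SD, n = 3), and 0 to 2 in the preleukaemic ones. This made Jag1 at least 18.7-fold higher, a bound that rested on #39 and was 3.94-fold without it. Both genes were below the filter on low counts and were not tested by edgeR. DESeq2's Wald test, which applies its own filter, gave adjusted p of 0.00242 for Notch1 and 0.00962 for Jag1. For each of the 4 genes, the lowest leukaemic level was above the highest preleukaemic level (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The RT-qPCR values of Supplementary Fig. S6B were not analysed here.

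**Figure D1:**
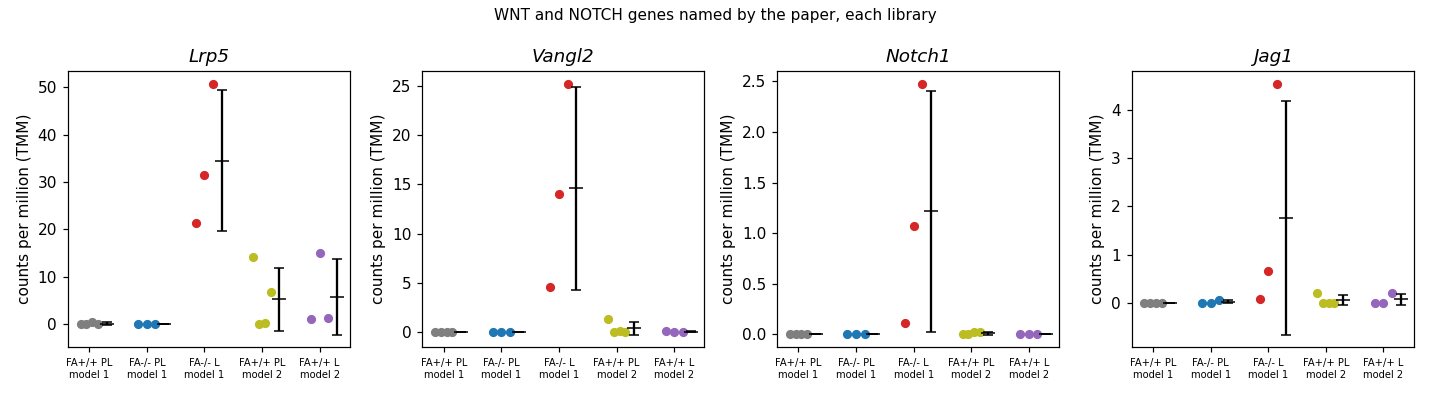
CPM of Lrp5, Vangl2, Notch1 and Jag1 after TMM normalization (vertical axes) in each library of the preleukaemic (PL) and leukaemic (L) groups of models 1 and 2. Each point is 1 mouse, horizontal bars are group means and error bars are SD. Notch1 and Jag1 stayed below 5 CPM in every library, and the leukaemic mouse #39 had the highest level of all 4 genes.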

Interestingly, only 173 transcripts were differentially expressed between the *TgSpi1FA*^*+/+*^ and *TgSpi1FA*^*−/−*^ preleukaemic cells (Fig. 6A), and none of the genes of the WNT/β-catenin and NOTCH signalling pathways were deregulated (Fig. 6B and Supplementary Table S5), indicating a specific modification of the transcriptional profile in the FANCA-deficient leukaemic cells.

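Between the TgSpi1FA−/− and TgSpi1FA+/+ preleukaemic cells of model 1, 1 of 13393 genes was differentially expressed. The unadjusted p was under 0.05 for 1159 genes (8.65%), and the groups did not overlap for 1144 genes (8.54%), where chance gives 5.71%. DESeq2's Wald test called 236 genes, 33 higher and 203 lower in TgSpi1FA−/− cells. Without a filter on low counts, edgeR called 4 genes. Leaving out #451, #138 or #224 gave 16, 5 and 2 genes. The gene called was Rpsa-ps10 (ENSMUSG00000047676), annotated as a processed pseudogene on chromosome 3 from 150072658 to 150073542. It had 0.317 ± 0.0778 CPM (SD, n = 3) in TgSpi1FA−/− and 152 ± 17.1 (SD, n = 4) in TgSpi1FA+/+ cells, a log2 fold change of −8.89 (standard error 0.25, adjusted p = 3.69e-07 from edgeR's quasi-likelihood test). Reads of a processed pseudogene can be shared with its parent gene Rpsa, whose log2 fold change was 0.14 (adjusted p = 0.87). The TgSpi1FA−/− leukaemic mice had 166, 128 and 129 CPM of Rpsa-ps10 (#26, #28 and #39).

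No gene of the WNT list (39 tested) or of the NOTCH list (30 tested) was differentially expressed, also when adjusted over the list alone. The unadjusted p was under 0.05 for 4 genes of the WNT list and 0 of the NOTCH list. The median log2 fold change was 0.00 for the WNT list, or −0.05 with genes near 0 counts at their bound, and −0.06 for the NOTCH list, or −0.04 with such genes at their bound. The camera test gave an adjusted p of 0.436 for both lists. Without #138, the median of the NOTCH list was 0.02. Vangl2 and Notch1 had no count in any of these 7 libraries. The Fanca deletion and the Spi1 transgene come from different strains, and of the 236 genes called by DESeq2, 4 lay within 20 Mb of Fanca, with Fanca itself among them (1.70%, against 1.44% of the other genes tested, two-sided Fisher's exact test p = 0.586). With Fanca left out, 3 of 235 genes lay there (1.28%). On the chromosomes X and Y there were 18 of these genes (7.63%, against 3.35% of the genes tested).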

We next sought to determine whether the transcriptional deregulation was specific to the FANCA-depleted context. One strategy to answer this question is to characterize genes differentially expressed between preleukaemic and leukaemic *TgSpi1FA*^*+/+*^ cells. However, the rarity of leukaemic *TgSpi1FA*^*+/+*^ mice in model 1 (Fig. 3B) prevents such analysis. 

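The RNA-seq data of a model of leukaemic progression without FANCA loss of function, named model 2, came from 4 preleukaemic (here P1 to P4) and 3 leukaemic (here L1 to L3) TgSpi1FA+/+ mice, with 1 library per mouse, named in the order in which they were deposited. These libraries were prepared from 300 ng of RNA with 2 min of fragmentation, under another protocol than those of model 1 and from mice of another strain background. Model, strain and protocol therefore cannot be told apart in comparisons of both models. The authors deposited counts of reads on 24659 Ensembl genes, of which 947 had no count in any library. Total counts ranged from 38375063 to 40514205 in preleukaemic and from 37726753 to 38606774 in leukaemic libraries. The 7 libraries were fitted on their own, over 12970 genes past the filter on low counts, with the normalization, test and thresholds used for model 1. Fanca had between 28.1 and 44.0 CPM in these libraries, with 36.6 ± 8.01 CPM (SD, n = 4) in preleukaemic and 35.0 ± 4.41 (SD, n = 3) in leukaemic cells.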

To resolve this question, we used another previously generated model of leukaemic progression initiated from *TgSpi1FA*^*+/+*^ preleukaemic mice (leukaemic model 2) [14, 15], whose leukaemic cells emerged after serial blood transfusions of preleukaemic *TgSpi1FA*^*+/+*^ mice. Blood transfusion lowered circulating EPO levels in anaemic mice and triggered in vivo selection and expansion of EPO-independent and tumorigenic cells with KIT gain-of-function mutations [14, 15]. Therefore, in this model, blood transfusion allows the emergence of leukaemic cells, instead of FANCA loss of function.

Only 310 transcripts were differentially expressed between preleukaemic and leukaemic *TgSpi1FA*^*+/+*^ cells (Fig. 6A, model 2, Supplementary Table S6). Among them, 4 increased genes and 29 repressed genes were also found to be differentially expressed between preleukaemic and leukaemic *TgSpi1FA*^*−/−*^ cells (model 1), none of which belonged to the WNT/β-catenin or NOTCH signalling pathways (Supplementary Table S7, Fig. 6B and Supplementary Fig. S6B, model 2). Therefore, FANCA deficiency is associated with a specific transcriptomic programme in leukaemic cells. 

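Between the leukaemic and preleukaemic TgSpi1FA+/+ cells of model 2, 0 of 12970 genes were differentially expressed, and the smallest adjusted p was 0.162. The unadjusted p was under 0.05 for 2587 genes (19.95%), and the groups did not overlap for 2606 genes (20.09%), where chance gives 5.71%. DESeq2's Wald test called 471 genes, 145 increased and 326 repressed in leukaemic cells. Without L1 or L3, edgeR called 1 gene. In counts simulated with the dispersion of these libraries, 200 of 13203 genes were changed, 100 of them 4-fold and the others 2-fold. The edgeR test called 28 of the 200, all of them changed 4-fold, and 2 unchanged ones. Since the adjusted p depends on the share of changed genes, this rate need not hold for the data. The median absolute log2 fold change over all genes tested was 0.48 in model 2, against 0.51 between the TgSpi1FA−/− leukaemic and preleukaemic cells of model 1.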

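Since edgeR called no gene in model 2, 0 of the 692 increased and 0 of the 853 repressed genes of model 1 that were tested in both models were shared. With DESeq2's Wald test, 14 genes were increased in both models, where 12.04 are expected from the number of genes called (two-sided Fisher's exact test, p = 0.544). It called 46 genes repressed in both models, where 18 are expected (p = 4.8e-09 from the same exact test). The background was 21602 genes, including low counts that DESeq2's own filter can leave without an adjusted p. Both expected numbers may therefore be too low and the p for repressed genes too small, and genes are not independent. Among the genes called in both models were 4 of the increased and 25 of the repressed genes of Supplementary Table S7. With only the compared groups in the fit of model 1, these were 1 and 21. The 4 increased genes of Supplementary Table S7 were higher, and its 29 repressed genes lower, in the leukaemic cells of both models. In model 1, edgeR called 1 of the increased genes, Trerf1, and 22 of the repressed genes. Trerf1 (ENSMUSG00000064043, chromosome 17 from 47140875 to 47361958) was at least 122-fold higher in model 1 (adjusted p = 0.0132 from edgeR's quasi-likelihood test), or 70.7-fold without #39, and had a log2 fold change of 6.88 in model 2 (standard error 1.30, adjusted p = 0.162). In model 2, the 33 genes had an unadjusted p under 0.05 and adjusted p from 0.162 to 0.202. The log2 fold changes of the repressed genes ranged from −5.45 to −0.71 in model 1 and from −4.89 to −0.93 in model 2. As the paper chose these genes on the same libraries, their directions are not independent evidence.

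In model 2, none of the 35 WNT and 26 NOTCH genes tested was differentially expressed, also when adjusted over the list alone. The unadjusted p was under 0.05 for 3 genes of the WNT list and 5 of the NOTCH list. Lrp5 had 2 to 560 counts in preleukaemic and 45 to 593 in leukaemic libraries of model 2, with a log2 fold change of 0.13 (standard error 1.66, adjusted p = 0.972 from edgeR's quasi-likelihood test). It was −0.28 without P2, −0.23 without P3 and −2.13 without L2. The counts of Vangl2, Notch1 and Jag1 were at most 53, 1 and 8 in the libraries of model 2, and these genes were not tested. Of the NOTCH list, 21 genes were lower and 5 higher in leukaemic cells, with a median log2 fold change of −0.46 (adjusted p = 0.0202 from camera, 0.00515 from fry and 0.145 with the correlation estimated from the data). The WNT list had a median of −0.27, with 26 genes lower and 9 higher (adjusted p = 0.26 from camera). Correction of the trends with GC content and gene length moved the log2 fold changes of model 2 by a median of 0.23 in either direction. Neither list was tested again after this correction. Without P1 and without P2 the median of the WNT list was −0.04 and −0.38.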

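The difference between the leukaemic changes of both models was tested in 1 fit of the 17 libraries over 14597 genes, as the change in TgSpi1FA−/− cells (model 1) minus the change in TgSpi1FA+/+ cells (model 2). It was past the thresholds for 673 genes, 403 with a higher and 270 with a lower change in model 1. DESeq2's Wald test called 2002 genes, and edgeR called 279 without a filter on low counts and 2 when the fold change itself was tested against 1.5. Leaving out 1 mouse gave between 1 gene, without #28, and 1359 genes, without P3. Without #39, #77, #224, L3 and #40, the counts were 2, 4, 4, 8 and 29. They were 58, 115 and 248 without L1, L2 and P1, and 1050 without #26.

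Vangl2 was among the genes with a different change (adjusted p = 0.0365 from edgeR's quasi-likelihood test), although its counts in model 2 were near 0. The adjusted p was between 0.0627 and 0.0843 without 1 of #77, #224, #40, #28, #39, L1, L2 and L3. For Lrp5, the difference of the log2 fold changes was 9.09 (standard error 2.59, adjusted p = 0.0563), and DESeq2's Wald test gave an adjusted p of 0.000636. Without P2 or P3, edgeR's adjusted p for Lrp5 was 0.0389 and 0.0336. Across the 12091 genes tested in both models, the log2 fold changes had a Pearson correlation of −0.016 and a Spearman correlation of 0.068, although genes are not independent replicates. The difference includes those of strain and library protocol. The paper reports few genes shared by both models, and no WNT/β-catenin or NOTCH gene among them. From this it concludes that FANCA deficiency is associated with a transcriptomic programme of its own in leukaemic cells.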

Consistent with the specific transcriptional modification, the *TgSpi1FA*^*−/−*^ leukaemic cells displayed hypersensitivity to inhibition of NOTCH signalling compared to preleukaemic *TgSpi1FA*^*−/−*^ or *TgSpi1FA*^*+/+*^ cells (Fig. 6C). These data demonstrate the requirement of NOTCH signalling in the long-term proliferation of *TgSpi1FA*^*-/ -*^ leukaemic cells.

Recent demonstration shows that *MDM4* amplification in the bone marrow cells of FA patients confers greater fitness to the cells and yields clonal expansion preceding transformation to myeloid leukaemia [41]. In agreement, we found a higher expression of *Mdm4* mRNA in the *TgSpi1FA*^*−/−*^ leukaemic compared to preleukaemic cells, that was not observed in the leukaemic *TgSpi1FA*^*+/+*^ mice (Fig. 6D, model 1 *versus* model 2). These data reinforce the hypothesis that FANCA deficiency leads to transcriptional changes that are required for leukaemic transformation and suggest that, as observed in FA patients, MDM4 contributes to the proliferative advantage of FA murine leukemic cells [41].

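Mdm4 (ENSMUSG00000054387) lies on the minus strand of chromosome 1 of GRCm38 from 132959484 to 133030561. It had 216 ± 81.9 CPM (SD, n = 3) in TgSpi1FA−/− leukaemic and 81.6 ± 15.8 (SD, n = 3) in TgSpi1FA−/− preleukaemic cells, a log2 fold change of 1.41 (standard error 0.25, adjusted p = 0.0127 from edgeR's quasi-likelihood test). The adjusted p ranged from 6.29e-05 to 0.0401 over the alternatives that kept all mice, and was 0.0503 without #224 (log2 fold change 1.29). Without #39 the log2 fold change was 1.08. The leukaemic libraries were all above the preleukaemic ones (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). In TgSpi1FA−/− against TgSpi1FA+/+ preleukaemic cells, with 87.6 ± 5.89 CPM (SD, n = 4) in the latter, the log2 fold change was −0.10 (standard error 0.23, adjusted p = 0.943), and 0.02 without #224. In model 2, Mdm4 had 109 ± 42.8 CPM (SD, n = 3) in leukaemic and 127 ± 38.4 (SD, n = 4) in preleukaemic cells, a log2 fold change of −0.22 (standard error 0.35, adjusted p = 0.758), and 0.00 without L2. The difference between the changes of both models was 1.61 (standard error 0.45, adjusted p = 0.0528). It was past the threshold with DESeq2's Wald test (adjusted p = 0.011), DESeq2's size factors (0.0477) and the filter of 1 CPM (0.0485), and the adjusted p was at most 0.0691 over the alternatives that kept all mice. With 1 mouse left out it ranged from 1.26 (adjusted p = 0.117 from edgeR's test, without #39) to 1.97 (0.057, without L3), and was past the threshold without P3 (1.80, 0.0214) and without #26 (1.80, 0.036).

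The 45 other genes tested within 2 Mb of Mdm4 had a median log2 fold change of 1.08 between TgSpi1FA−/− leukaemic and preleukaemic cells, and 35 of them were higher. Of 244 windows of 4 Mb across the genome, 4 had a median as high. Without #39, the median around Mdm4 was 0.45, with 28 of 46 genes higher. Relative to the median of all libraries of model 1, the region was at 1.43 in #39, 0.41 in #28 and −0.13 in #26. In model 2, the median of 46 genes in this region was −0.31 (18 higher). In a second deposited table for 7 of the mice of model 1, Mdm4 had 404 ± 150 CPM (SD, n = 3) in TgSpi1FA−/− leukaemic and 353 ± 211 (SD, n = 4) in TgSpi1FA+/+ preleukaemic cells, a log2 fold change of 0.20 (standard error 0.45, adjusted p = 0.842), or 0.70 (standard error 0.33, adjusted p = 0.412 from edgeR's test) without #445. In the table used above, the same comparison gave 1.31 (adjusted p = 0.0186).

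**Figure D2:**
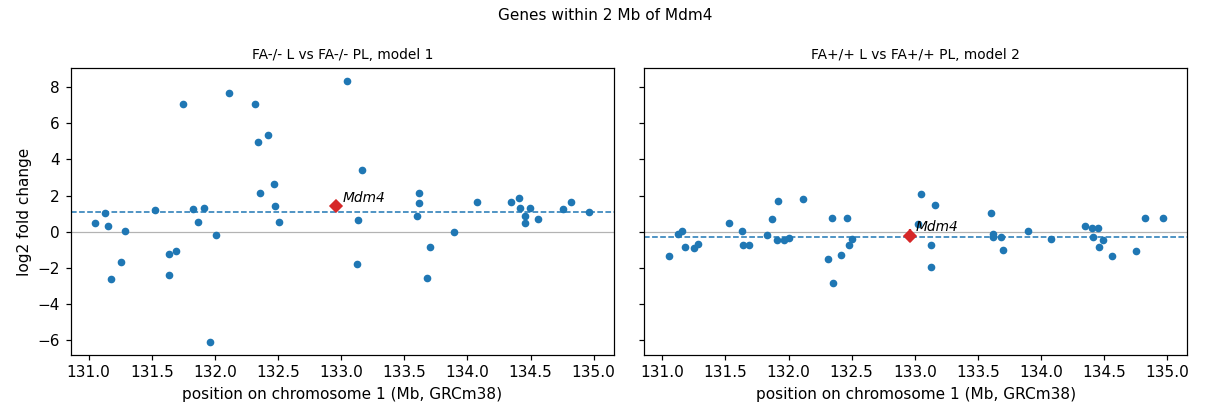
Log2 fold change between leukaemic (L) and preleukaemic (PL) cells (vertical axis) of each gene tested within 2 Mb of Mdm4, by its position on chromosome 1 in Mb (horizontal axis), in model 1 (left) and model 2 (right). Circles are the other genes, the diamond is Mdm4 with its standard error, and the dashed line is the median of the other genes, 1.08 in model 1 and −0.31 in model 2. In a fit of model 1 without #39, this median was 0.45.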

In conclusion, we demonstrate a peculiar transcriptional deregulation associated with the leukaemic status of cells devoid of FANCA activity. We propose that these specific transcriptional modifications represent a key point participating in the clonal selection of *TgSpi1FA*^*−/−*^ leukaemic cells by conferring advantage to the cells with secondary mutations in *Kit* or *Ras* genes (Fig. 7).

**Fig. 7:**
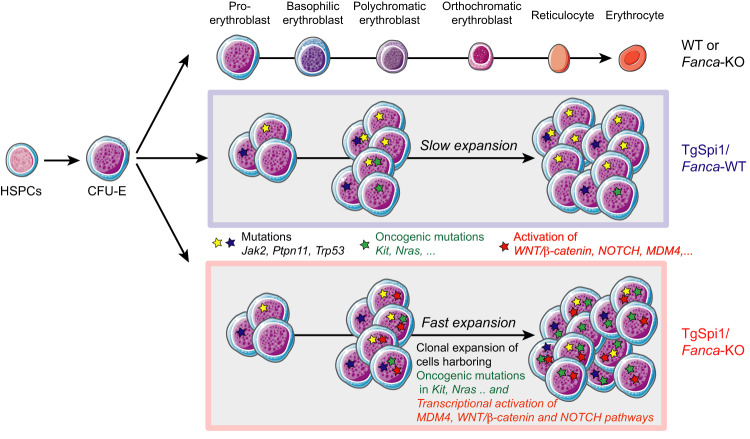
Schematic representation of the consequences of FANCA loss of function in leukaemic progression of *TgSpi1* erythroproliferative syndrome. WT and *Fanca*-deficient mice exhibit normal erythropoiesis (top). SPI1 overexpression blocks erythroid differentiation at the CFU-E stage and maintains the proliferation of progenitors, allowing the accumulation of spontaneously arising mutations without leading to growth factor independence (middle). The additional absence of the DDR protein FANCA increases the transcription of genes encoding proteins favouring proliferation pathways, such as MDM4, NOTCH and WNT/*β-*catenin and favours the expansion of clones harbouring *Kit* or *Nras* oncogenic mutations conferring EPO independency. This combination of events underlies a rapid leukaemic progression (bottom).

## Discussion

This work provides unexpected evidence that deficiency in the FANCA DDR protein fosters leukaemic progression not by increasing the rate of mutations but by allowing the proliferation of cells with oncogenic variants associated with a reprogrammed transcriptomic landscape.

Although preleukaemic erythroblastic cells expressing high levels of SPI1 exhibit replicative stress [32, 33], the additional deficiency in DNA repair and replication rescue by FANCA loss-of-function did not further increase the gene and genomic instability of the cells. This outcome is in agreement with published data demonstrating that FANC pathway deficiency leads to a reduced mutational load in surviving cells both in vitro and in vivo [42–45]. A recent study performing exome sequencing on FA patient-derived hematopoietic cells with clonal evolution also showed that FA patient samples did not display more somatic mutations than control AMLs [41].

Leukaemic *TgSpi1* cells due to FANCA loss-of-function displayed constitutive activation of EPO signalling pathways that supported their proliferation, similarly to the blood transfusion-derived leukaemic *TgSpi1* cells with a normal FANC pathway [14]. In both models, EPO independency and tumorigenicity were associated with activating mutations in genes encoding key signalling proteins, i.e., *Kit or Nras*. Cells with NRAS activation displayed strong and/or constitutive activation of ERK and AKT, respectively, while STAT5 was not constitutively increased. In contrast, KIT activation was associated with constitutive activation of ERK, AKT and STAT5. These results support the major function of different oncogenic mutations in the autonomous proliferation and survival of leukaemic cells, together with FANCA depletion and SPI1 overexpression. Our work demonstrated the existence of cells with *Kit and Nras* mutations with a low VAF in EPO-dependent, preleukaemic cells isolated from *TgSpi1FA*^*+/+*^ mice. These cells rarely spontaneously invade the bone marrow or spleen of mice, in contrast to *TgSpi1FA*^*−/−*^ mice. The leukaemic progression from the *TgSpi1* model described by Moreau-Gachelin et al. [14] (leukaemic model 2) were due to serial blood transfusion in anaemic animals that transitorily palliates to their anaemic status and blocks EPO production. This established a selective pressure allowing in vivo expansion of rare EPO-independent cells with *Kit* mutations [15]. In contrast, *TgSpi1FA*^*−/−*^ mice develop spontaneously overt leukaemia. Such observations strengthen the hypothesis that leukaemic transition in *TgSpi1FA*^*−/−*^ mice is sustained by additional changes in the intracellular or extracellular environment, which favours the expansion and selection of cells with oncogenic mutations. Our findings show that in contrast to leukaemic cells with normal FANCA, cells devoid of FANCA and mutated in signalling oncogenes displayed a reprogrammed transcriptional landscape. We hypothesized that transcriptional reprogramming might be involved in the emergence of leukaemic cells. Examples of the contribution of transcriptional deregulation to cellular expansion in oncogene mutated cells are reported in the literature. Indeed, transcriptional deregulation may favour the expansion of cells with NRASG12D oncoproteins whose proliferation required a reduction in *Spry2* transcription, encoding a negative regulator of the RAS signalling pathway and, thus represents an additional event, which augments MAPK signalling and contributes to transformation [46]. Similarly, the finding that epiallele, referring to variation in methylation of CpGs in discrete sets and differing among AML cells, may have functional consequences on transcription is of significance [47]. Indeed, it was recently proposed that this epiallele and, thus, transcriptional diversity can occur prior to overt transformation, possibly enabling preleukaemic cells to overt leukaemogenesis [48].

It was recently reported in FA patients with clonal evolution of bone marrow cells that 1q trisomy is the most frequent chromosomal event, driving enforced MDM4 oncogene expression through gene dosage and attenuating the p53 anti-cancer barrier in FA [41]. Such p53 attenuation confers a keen advantage to MDM4 overexpressing cells in FA cells, triggering stem/progenitor cell survival and clonal expansion but is not transforming per se; additional oncogenic mutations are required (3q+, *RUNX1, RAS…*). In the erythroleukaemic model used in our study, we also found overexpression of *Mdm4* during the emergence of FANCA-depleted leukaemic clones, as well as additive mutations, including *Ras* and *Kit* genes. Additionally, FANCA loss of function in leukaemic SPI1-overexpressing cells deregulates a complex network of genes known for their strong association with leukaemia development. In particular, several membrane receptors/ligands or downstream signalling pathways, including WNT/β-catenin and NOTCH signalling, were transcriptionally deregulated in *Fanca-*deleted leukaemic cells. Increased expression of WNT/β-catenin or NOTCH and associated pathways has already been reported in FANCC-deficient B lymphoid human and mouse cells [49, 50]. Nevertheless, *Fanca* deletion alone in *TgSpi1* preleukaemic cells or the presence of oncoproteins of signalling pathways alone in *TgSpi1* leukaemic cells with functional FANCA were not sufficient to strongly activate WNT/β-catenin or NOTCH pathways. These data reveal a strict association between transcriptomic deregulation in cells with FANCA loss-of-function and activating mutations of signalling pathways. We suggest that MDM4, WNT/β-catenin or NOTCH signalling participates in the selection and expansion of cells with constitutively increased KIT or RAS signalling pathways.

Accordingly, activation of the β-Catenin pathway was recently demonstrated to be responsible for the preleukaemic to AML transition in distinct preleukaemic diseases due to MDMX overexpression [13]. In the *TgSpi1FA*^*−/−*^-derived leukaemia cells, the inhibition of WNT/β-catenin signalling did not affect cell proliferation, at least in vitro, consistent with a role of WNT/β-catenin signalling in the preleukaemic to leukaemic transition rather than in leukaemia maintenance. In contrast, the NOTCH pathway was required to maintain the proliferative status of *TgSpi1FA*^*−/−*^ leukaemic cells. Future studies are required to characterize the mechanisms responsible for the overactivation of genes controlling proliferation pathways. One hypothesis to investigate is WNT/β-catenin and NOTCH signalling, such as MDM4, plays a role in repression of the p53 anti-tumoral barrier in FA^−/−^ cells.

Together with reported studies [41, 51], our work supports that transcriptional deregulation is one of the mechanisms by which the absence of Fanconi proteins may contribute to abnormal haematopoietic cell function. We propose that cells with FANC deficiency are prone to transcriptional modifications of genes encoding proteins participating in multiple signalling pathways, favouring the expansion of clones carrying *Ras* or *Kit* oncogenic drivers and thus supporting leukaemogenesis (Fig. 7).

Although it remains to be determined how these functions ultimately exert a positive effect on the emergence of cells carrying oncogenic mutations, they represent targets that can be disrupted to subvert leukaemic progression.

## Methods

### Mice and cell culture

*Fanca*^*+/−*^ and *TgSpi1* mice were derived from the FVB/N and DBA2/J backgrounds, respectively [14, 28]. Mice deficient in the *Fanca* gene and expressing *TgSpi1* (*TgSpi1Fanca*^−/−^ or *TgSpi1FA*^−/−^) were generated by mating *Fanca*^+/−^ mice with homozygous *TgSpi1* mice to obtain double-heterozygous mice (F1) (Fig. 1A). These F1 mice were then mated with *Fanca*^+/−^ mice to generate mice harbouring homozygous mutations of *Fanca* and heterozygous *TgSpi1*. The project was officially approved by the Animal Experimentation Ethics Committee (registered by the French Department of Research) and conducted in accordance with French laws and regulations. The resulting mice of the indicated genotypes were monitored for survival. When needed, moribund mice were sacrificed for analysis of different biological parameters.

Preleukaemic and leukaemic cells derived from *TgSpi1* mice were obtained previously [14, 15].

For NOTCH inhibition, cells were treated for 3 days with LY411575 (Sigma‒Aldrich), a NOTCH and γ secretase inhibitor. The number of viable cells was determined with DAPI labelling (0.5 µM) in 96-well plates by the BD High-Throughput Sampler (HTS) option from the CytoFLEX flow cytometer (Beckman Coulter). Flow cytometry data were analysed using FlowJo v10.6.2 software (Tree Star).

### Real-time quantitative PCR (RT-qPCR)

Total RNA was isolated from cells using the RNeasy Plus Mini Kit or Maxwell RSC simplyRNA Cell Kit (Promega), and RT‒qPCR was performed using TaqMan or SYBR Green technology as described in detail in the Supplementary data.

### Bone marrow and spleen immunophenotyping by flow cytometry

Single-cell suspensions of freshly collected bone marrow cells were immunostained with APC-H7 (560185, BD Biosciences) or APCeFluor780 (eBioscience 47-1172-82) -conjugated rat anti-KIT, FITC-conjugated rat anti-CD71 (553266, BD Biosciences), APC-conjugated rat anti-Ter119 (557909, BD Biosciences) and PE-conjugated streptavidin (554061, BD Biosciences) and biotin-conjugated rat anti-CD123 (555070, BD Biosciences) antibodies for the detection of erythroid progenitor (CFU-E) cells, as previously described [52]; FITC-conjugated rat anti-CD11b (553310, BD Biosciences), PerCP-Cy^TM^5.5-conjugated rat anti-mouse CD19 (45-0193-82, eBioscience) and PE-conjugated rat anti-mouse CD4 (553049, BD Biosciences), and APC-conjugated rat anti-myeloid CD8 (553035, BD Biosciences) and PE-Cy^TM^7- conjugated rat anti-myeloid B220 (25-0452-82, eBioscience) antibodies were used for the detection of freshly collected bone marrow cells. Stained cells were analysed with a BD Accuri C6 or a Fortessa analyser (BD Biosciences), and FlowJo (Tree Star) was used for data acquisition and analysis.

Additional details of the methods are included in the supplementary data.

## Supplementary information

Supplementary File

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

## Data Availability

The high-throughput data generated are provided in the Gene Expression Omnibus under accession number GSE164411.

How the deposited data were processed for this re-analysis (not part of the article)

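RNA-seq was analysed for 17 mice whose blasts were cultured in the presence of EPO, with 1 library per mouse: 4 TgSpi1FA+/+ preleukaemic, 3 TgSpi1FA−/− preleukaemic and 3 TgSpi1FA−/− leukaemic mice of model 1, and 4 preleukaemic and 3 leukaemic TgSpi1FA+/+ mice of model 2. Mice of model 1 are named by the numbers of the paper, and those of model 2 are named P1 to P4 (preleukaemic) and L1 to L3 (leukaemic) in the order of the deposited columns. The authors deposited the counts as raw read counts per Ensembl gene, without normalization, and the values were checked to be whole numbers with a different total in each library. Genes without a count in any library were left out of both tables of model 1 by the authors. The paper's text does not name the aligner, the counting tool, the annotation or the tool of the differential test. The paper refers to its supplementary data for more details of the methods, and that text was not used here. The paper states the adjustment (Benjamini and Hochberg), the adjusted p and the fold change required, and these were used. The table of model 1 held 26029 genes and that of model 2 held 24659. A further table held other counts for 7 of the mice of model 1 (31633 genes, 35497594 to 171572736 counts per library). It was used only for a comparison of TgSpi1FA−/− leukaemic with TgSpi1FA+/+ preleukaemic cells, which the paper does not report, and to check the first table. A deposited copy of the table of model 2 was not used. For the TgSpi1FA−/− preleukaemic mice, the column names of the table and a part of the sample records say leukaemic, whereas the sample titles say preleukaemic. They were taken as preleukaemic, as in the legend of Fig. 6.

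Total counts were between 29964576 and 38217654 per library in model 1 and between 37726753 and 40514205 in model 2. A gene with no more than 3 counts in each library of a group was treated as at the floor, and its fold change is given as a lower bound against 3 counts. Such floors cover counting error only. Gene positions and types came from GENCODE M21 (GRCm38), which held 99.804% of the identifiers of the first table. The positions in the part of Supplementary Table S4 that was read were the same for 99.350% of its genes.

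Counts were normalized with the TMM method of edgeR 4.0.16 (R 4.3.3) after filterByExpr with the group factor. Each model was fitted on its own with the quasi-likelihood functions glmQLFit and glmQLFTest, with 3 groups in model 1 and 2 groups in model 2. Genes were called differentially expressed at an adjusted p under 0.05 and a fold change of at least 1.5 either way. An adjusted p with no other test named comes from this test. The difference between the leukaemic changes of both models was tested as an interaction in a fit of all 17 libraries over the genes shared by both tables. That fit carries the difference in strain and library protocol between the models, since neither occurs in both. Lists of NOTCH (38 genes), WNT (86 genes) and p53 target (32 genes) genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 7 tests, and with fry. Values for single genes are given as CPM of the TMM-scaled library size with their SD. Differences between small groups were also tested with exact permutation tests (scipy 1.17.1), two-sided.

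The genes named in the text were those named by the paper, the genes of Supplementary Table S7, the differentially expressed genes of the NOTCH and WNT lists and, in each comparison, up to 5 genes with the largest increase and 5 with the largest decrease past the thresholds. The last had a gene symbol that is not a gene model, a mean of at least 10 counts in the higher group and groups that did not overlap. A gene that this rule selects is not reported here. This rule, the lists, the comparisons and the alternatives were set before the data were examined, except for the alternatives given in the closing section as chosen later. Rpsa, Hbb-bs, the genes around Mdm4, Kit and Nras, the bounds with a mouse left out, the second table with a mouse left out and the genes near Fanca without Fanca itself were looked at after other values had been seen. The alternatives were DESeq2's size factors, DESeq2's Wald test (version 1.42.0) with all groups or only the compared groups, no filter, a filter of 1 CPM in 3 libraries, only the compared groups in edgeR, robust empirical Bayes, the adjusted p alone, a fold change tested against 1.5, fry and an estimated correlation for the lists, and leaving out each mouse in turn.

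The chain was tested on simulated data with the dispersion of the libraries. In each simulation 200 genes were changed, 100 of them 4-fold and the others 2-fold. The rates need not hold where another share of genes changes. In model 1, 47 of 200 changed genes were called with 4 false calls. In model 2, 28 of 200 changed genes were called with 2 false calls, and the interaction called 20 of 200 with 0 false calls. The median error of the log2 fold change was 0.06, −0.04 and 0.02. With a dispersion of 0.01, 185 of 200 changed genes were called in each model. The RT-qPCR, exome, copy number and cell culture experiments were not analysed here. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.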

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

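Depth, GC content and gene length, abundant genes, other groupings of the mice and the second table were tested as set out before any result was seen, whereas the tests on single mice here were chosen after their values had been seen. Mice of model 2 are P1 to P4 (preleukaemic) and L1 to L3 (leukaemic).

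The comparison of TgSpi1FA−/− leukaemic with TgSpi1FA+/+ preleukaemic cells of model 1 is not reported in the paper, although a table for it was deposited. In the first table, 939 genes were differentially expressed, 476 increased and 463 repressed. Among the largest changes were those of Igf2bp1, at least 2680-fold higher, and Mgmt, at least 160-fold lower. Technical explanations were tested first. With every library thinned to the smallest total the count was 98.1% of this number, after a correction of the GC and length trend of each library it was 984 genes, and without the 50 most abundant genes 895, so none of these trends makes up the difference. Of the 35 ways to split the 7 mice into groups of these sizes, 1, the real one, gave as many genes, and the largest count among the others was 647, for #445, #451 and #479 against the other 4. The Wald test of DESeq2 gave the same share, 1 of 35, with 2245 genes and 2043 for the next split. The count depends on #445 and #479, whose libraries were nearly alike, and it was 97 without #445, 105 without #479 and 112 with both as 1 sample. It was 53 without #28, 182 without #39, 379 without #451, 1536 without #138 and 1911 without #26.

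In the second table for these 7 mice, 267 genes were differentially expressed, 226 increased and 41 repressed. Of the 939 genes, 927 were tested there and 99.35% of these changed in the same direction, 701 of them with an unadjusted p under 0.05, which argues against a fault of one sequencing as the cause of the changes. Of the 267 genes, 127 were also called in the first table in the same direction. Lrp5 and Vangl2 had log2 fold changes of 6.90 and 9.64 in the second table (adjusted p = 0.0237 and 0.0121 from edgeR's test), and Notch1 and Jag1 had 5.35 and 4.52 (adjusted p = 0.0474 and 0.0853 from the same test). With 1 mouse left out, the adjusted p rose to at most 0.0988 for Lrp5, 0.0637 for Vangl2 and 0.165 for Notch1 (each without #28), a check chosen after the values had been seen. Mdm4 had 0.20 (adjusted p = 0.842 from edgeR's test), against 1.31 (adjusted p = 0.0186) in the first table. In the second table #445 had 666 CPM, the other preleukaemic mice 210 to 273 and the leukaemic mice 282 to 571. Without #445 Mdm4 had 0.70 (adjusted p = 0.412), so #445 accounts for a part of the difference between the tables and not for all of it. The tables differ in the level of some genes, and the cause was not tested. Among 9546 genes, 110 were at least 8-fold higher in the second table in each of the 7 mice, and 47 of these encode ribosomal proteins. Loss of FANCA and the leukaemic stage both separate these groups and cannot be told apart by this comparison.

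The leukaemic change differed between both models for 673 genes, 403 with a higher and 270 with a lower change in model 1. It was 672 with thinned libraries and 677 without the 50 most abundant genes, which argues against depth and abundant genes. After correction of the GC and length trends the count was 405, and the log2 differences of the genes moved by a median of 0.24 in either direction, so a part of these calls may come from GC content and gene length. The leukaemic changes moved by a median of 0.23 in model 2 and 0.05 in model 1, so these trends lie mostly between the libraries of model 2. Of 100 random regroupings of the mice within each model, the real one included, 4 gave as many genes, up to 2149 genes with P1, P2 and P4 in place of the leukaemic mice of model 2. Without #28 it was 1 gene and without P3 it was 1359. Strain background and library protocol stay open, since each differs between the models in the same way as the loss of FANCA.

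Vangl2 had a log2 difference of 15.60 between the changes of both models (standard error 3.24, adjusted p = 0.0365 from edgeR's test). As its preleukaemic counts were 0 in model 1 and its counts were 0 to 53 in model 2, this fitted value depends on the prior count and is no bound. In leukaemic cells Vangl2 had at least 168 counts in model 1 and at most 3 in model 2. The thinned libraries (672 genes) argue against depth for the set of genes as a whole. No other technical explanation was tested for Vangl2 alone, and the loss of FANCA, strain and protocol cannot be told apart.

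In 4 of 20 groups of 4 mice tested, 1 mouse was far from the other 3, where chance gives about 1 in 20 groups. All but 1 of them concern P1 of model 2, with 214 CPM of Nras, 1.33 CPM of Vangl2 and 0.201 CPM of Jag1. The other preleukaemic mice of model 2 had between 155 and 161 CPM of Nras. The total counts of P1 were 104% of the median of its group, which argues against depth. Of 5 abundant markers of macrophages, neutrophils and endothelial cells (Lyz2, S100a8, Mpo, Pecam1 and Cdh5), the highest in P1 was Pecam1 with 0.151 CPM, which argues against these cells. The endothelial marker Tek had 4.88 CPM in P1, but it also had 5.81 in P4. The macrophage marker Cd68 had up to 9.78 CPM in the preleukaemic and up to 8.57 CPM in the leukaemic mice of model 2. Other cell types were not excluded. The values of Vangl2 and Jag1 come from 53 and 8 counts. Lrp5 had 0.609 CPM (19 counts) in #451 of model 1, against 1 count in each of the other TgSpi1FA+/+ preleukaemic mice. The total of #451 was 98.7% of the median of its group, and the second table also had the highest level in #451 (0.544 CPM), which argues against depth and against a fault of one table. No biological explanation was tested for P1 and #451.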

How the results depend on the processing

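Pooling #445 and #479 as 1 sample, the second table, leaving mice out of it and leaving Fanca out of the genes near it were alternatives chosen after the data had been seen. Mice of model 2 are P1 to P4 and L1 to L3. The cause of the changes given here was not tested, except where fewer samples or fewer genes follow from the alternative itself.

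Under DESeq2's Wald test, the number of differentially expressed genes was 3067 with all groups and 2978 with only the compared groups for TgSpi1FA−/− leukaemic against preleukaemic cells (1782 with edgeR), 236 and 235 for TgSpi1FA−/− against TgSpi1FA+/+ preleukaemic cells (1), 471 in model 2 (0), 2245 and 2296 for TgSpi1FA−/− leukaemic against TgSpi1FA+/+ preleukaemic cells (939), and 2002 for the difference between the models (673). Genes increased in both models were 14 and 9 (two-sided Fisher's exact test, p = 0.544 and 0.372) and genes repressed in both were 46 and 43 (p = 4.8e-09 and 1.59e-08), against 0 with edgeR. The background of these exact tests included genes that DESeq2's own filter can leave uncalled, so the p for repressed genes may be too small. The differentially expressed NOTCH genes in TgSpi1FA−/− leukaemic cells were 9 and 10 in place of 4. The log2 fold change of Fanca was −5.29 and −5.28 with adjusted p of 7.06e-18 and 5.39e-19 in place of 0.0759, and the genes within 20 Mb of Fanca made up 1.70% of the calls with all groups and 1.70% with the compared groups, more than the share of other genes (p = 0.586 and 0.59 from Fisher's exact test). With Fanca itself left out they made up 1.28% and 1.28%, less than the share of other genes (1.44% and 1.46%). The difference in Mdm4 between the models was 1.66 (adjusted p = 0.011).

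With the fold change tested against 1.5, the counts were 510 for TgSpi1FA−/− leukaemic against preleukaemic cells, 216 against TgSpi1FA+/+ preleukaemic cells, 2 for the difference between the models and 7 for the WNT list in place of 14. Without a filter they were 4 in preleukaemic cells of both genotypes and 279 for the difference between the models, while Fanca had −5.27 (adjusted p = 0.0187), and the only 1 of the 4 genes (25%) near Fanca was Fanca itself (Fisher's exact p = 0.0564). With #445 and #479 as 1 sample, 1272 genes differed between TgSpi1FA−/− leukaemic and TgSpi1FA−/− preleukaemic cells, and 1205 in a fit of only these groups. Between TgSpi1FA−/− leukaemic and TgSpi1FA+/+ preleukaemic cells, 112 genes differed with #445 and #479 as 1 sample, and 267 in the second table. A fit of only the compared groups gave 9 WNT genes, a WNT median of 0.90 (adjusted p = 0.0743 in place of 0.0362) and a NOTCH median of −0.10 in place of 0.04. The filter of 1 CPM turned the NOTCH median to −0.15 and gave 1.61 (adjusted p = 0.0485) for the difference in Mdm4. DESeq2's size factors gave a WNT median of 0.99 (adjusted p = 0.0505) and 1.66 (adjusted p = 0.0477) for the difference in Mdm4. With the correlation estimated from the data, the WNT median of 0.94 in TgSpi1FA−/− leukaemic cells (adjusted p = 0.295) and the NOTCH median of −0.46 in model 2 (0.145) were no longer past the threshold, and under fry the NOTCH median (0.042) was (adjusted p = 0.0398).

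Across the fits that each left out 1 mouse, the counts ranged from 414 (without #28) to 2319 (without #26) for TgSpi1FA−/− leukaemic against preleukaemic cells, from 1 to 16 (without #451) for preleukaemic cells of both genotypes, from 0 to 1 (without L1 or L3) in model 2, from 53 (without #28) to 1911 (without #26) for TgSpi1FA−/− leukaemic against TgSpi1FA+/+ preleukaemic cells and from 1 (without #28) to 1359 (without P3) for the difference between the models. The number of genes shared by both models stayed at 0. Fits with 1 mouse left out have less power, and the genes past the filter on low counts differ from those of the full fits. The WNT median ranged from 0.66 (without #39) to 1.56 (without #26) in TgSpi1FA−/− leukaemic cells, from −0.06 to 0.05 in preleukaemic cells and from −0.38 to −0.04 in model 2. The NOTCH median ranged from 0.05 to 0.57, from −0.10 to 0.018 (without #138, reversed) and from −0.60 to −0.31, and the p53 median from 0.18 to 0.45. The differentially expressed genes in TgSpi1FA−/− leukaemic cells ranged from 4 to 22 in the WNT and from 1 to 8 in the NOTCH list, and stayed at 0 in preleukaemic cells and in model 2. Mdm4 ranged from 1.08 (without #39) to 1.60 in TgSpi1FA−/− leukaemic cells, no longer past the threshold without #224 (1.29), from −0.26 to 0.018 (without #224, reversed) in preleukaemic cells, from −0.56 to 0.00 (without L2) in model 2 and from 1.26 to 1.97 for the difference, which was past the threshold without P3 (1.80) and without #26 (1.80). Fanca ranged from −5.85 to −4.91 and was past the threshold without #451 (−5.10), and the share of calls near Fanca ranged from 0 to 6.25% (without #451, Fisher's exact p = 0.237), where Fanca itself was the 1 gene counted. In the second table, Mdm4 in TgSpi1FA−/− leukaemic against TgSpi1FA+/+ preleukaemic cells ranged from −0.135 (without #39, reversed) to 0.698 (without #445). Kit in TgSpi1FA−/− leukaemic cells ranged from −0.39 (without #26, reversed) to 0.77, and Lrp5 in model 2 from −2.13 (without L2) to 1.30, reversed also without P2 (−0.28) and P3 (−0.23).

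The direction and side of the threshold held for Mdm4 in TgSpi1FA−/− leukaemic cells under 8 of 8 alternatives that kept all mice, and for the WNT list under 4 of 7. Of 121 results for other genes named, DESeq2's Wald test with all groups left 79 on their side, made 40 past the threshold and 2 no longer so, and no filter moved 9 below it. In a fit of only the compared groups, 18 of 75 fell below the threshold and 2 rose past it. Leaving out 1 mouse moved 54 of the 121 below the threshold at least once. Other alternatives moved at most 14 results, those with #445 and #479 as 1 sample. The direction of all these changes with no mouse left out was kept.

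The spread between mice limits the differences that can be called with these numbers of mice. In simulated data with the dispersion of the libraries, 42 of 100 genes changed 4-fold were called in model 1, 28 of 100 in model 2 and 19 of 100 in the difference between the models. These rates were found with 200 changed genes and need not hold where another share of genes changes. At a dispersion of 0.01, 98 and 99 of 100 were called in model 1 and model 2. Notch1 and Jag1 had at most 98 and 180 counts in the leukaemic libraries of model 1 and were below the filter on low counts. No paired analysis was possible because no mouse was sampled in more than 1 group. The fits of only the compared groups were not run for model 2, since its fit holds no other group.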

Differences from the paper's values

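The paper reports 3005 differentially expressed genes between TgSpi1FA−/− leukaemic and preleukaemic cells, of which 1824 increased. Here they were 1782 and 913. Of the alternatives set before the data were examined, DESeq2's Wald test gave values within a factor of 1.5 of the paper's. They were 3067 genes with 1873 increased with all groups, and 2978 with 1891 increased with only the compared groups. The values of edgeR without #26 (2319 and 1241) were also within this factor. Those of the other alternatives were not. The paper reports 173 genes between TgSpi1FA−/− and TgSpi1FA+/+ preleukaemic cells, against 1 here. By DESeq2's Wald test there were 236 genes with all groups and 235 with only the compared groups, which lie within a factor of 1.5 of the paper's, and the other alternatives, from 1 to 16 genes, did not.

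For model 2 the paper reports 310 genes, against 0 here, where 2587 genes had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, and DESeq2's Wald test, with 471 genes, came out above the paper's. The paper reports 4 increased and 29 repressed genes shared by both models, against 0 and 0 here. Under DESeq2's Wald test, 14 increased genes were shared with all groups and 9 with only the compared groups in model 1, and neither is within a factor of 1.5 of the paper's. For repressed genes it gave 46 and 43, and the latter is within it. Of the genes in Supplementary Table S7, edgeR called 1 of 4 increased and 22 of 29 repressed genes in model 1 and 0 in model 2, where all had an unadjusted p under 0.05, and DESeq2 called 4 and 25 in both models with all groups, and 1 and 21 with only the compared groups in model 1.

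Fig. 6B shows a relative expression of Lrp5 of about 150 in TgSpi1FA−/− leukaemic against preleukaemic cells (paper's value, read by eye), against a 616-fold difference of the fitted values here. Of the alternatives, leaving out #77, #224 or #39 gave 426-fold, 508-fold and 477-fold, where the difference from the paper's on the log2 scale was under the standard error of the fit, and the others did not come as near. For Vangl2, Fig. 6B shows about 22 (paper's value, read by eye), against at least 155-fold here, and at least 98.5-fold without #39, the lowest bound with a leukaemic mouse left out, and neither is within a factor of 1.5 of the paper's.

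The paper gives Notch1 and Jag1 as examples of differentially expressed genes in TgSpi1FA−/− leukaemic cells. Here, in the first table, they were below edgeR's filter on low counts (at most 98 and 180 counts) and were not tested, whereas DESeq2's Wald test called both, with adjusted p of 0.00242 and 0.00962. The paper reports annotations of WNT/β-catenin signalling as enriched in leukaemic cells, with NOTCH genes among them. The NOTCH list used here had a median log2 fold change of 0.04 (adjusted p = 0.436 from camera), and fry gave an adjusted p of 0.0398. With 1 mouse left out, the median ranged from 0.05 to 0.57, where the list genes past the filter can differ. As this list is another set of genes, tested without Notch1 and Jag1, its values are not a direct counterpart of the paper's enrichment.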

Other observations

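The tests of the number of differentially expressed genes over other splits of the mice, of strain variants, of sex, of copy gains around Mdm4, Kit and Nras, of p53 targets, of other cells in #39 and of a change shared by both models were set out before their results were seen, and the other tests in this part were chosen after.

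Of the 10 ways to split the 6 TgSpi1FA−/− mice into groups of 3, 1, the real one, gave as many as 1782 genes, and the others gave at most 1. Under DESeq2's Wald test it was also 1 of 10, and the others gave at most 263 genes. With 10 splits the share cannot be lower, so this design cannot exclude a grouping by chance. With thinned libraries 1807 genes were called, after GC and length correction 1790 and without the 50 most abundant genes 1722, which argues against each of these as the cause. Without #39, the leukaemic mouse that differed most from #26, 711 genes were called, which argues against this mouse as the whole cause.

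Between TgSpi1FA−/− and TgSpi1FA+/+ preleukaemic cells, 9 of 35 splits of the 7 mice gave at least 1 gene, with at most 15 for #138, #445 and #479 against the others. With DESeq2's Wald test, 9 of 35 splits gave at least 236 genes, up to 486 for the same split. The number of genes is therefore in line with a grouping by chance. Of the 236 genes, 1.69% lay within 20 Mb of Fanca, against 1.44% of other genes, and with Fanca itself left out 1.28%, which argues against strain variants linked to Fanca as their main source. The share on the chromosomes X and Y was 7.63%, against 3.35% of the genes tested (two-sided Fisher's exact test, p = 0.00132). Whether the sex of the mice differed between the groups could not be settled, as Xist and Ddx3y did not separate them. In model 2, edgeR called 0 genes (2587 had an unadjusted p under 0.05), so that 35 of 35 splits must give as many, which decides nothing on a grouping by chance. Correction of the GC and length trends moved the log2 fold changes of model 2 by a median of 0.23 in either direction and left the count at 0. With DESeq2's Wald test, 2 of 35 splits gave at least 471 genes, and the other one gave 1309 (P1, P2 and P4 against the others). The groups did not overlap for 2606 genes, and 2 of 35 splits gave as many, with 2979 for the same other split. It differs from the real one only in P3, so a leukaemic change that P3 shares in part is not excluded, and neither is a grouping by chance.

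Rpsa-ps10 was lower in the TgSpi1FA−/− preleukaemic mice, and reads moved to its parent gene would raise Rpsa. The log2 fold change of Rpsa was 0.14 (adjusted p = 0.87 from edgeR's test), which argues against this. Rpsa had 19.1 to 27.1 CPM in the first table of model 1 and 1730 to 2760 in the second, and the cause of this difference between the tables was not tested. In the TgSpi1FA−/− leukaemic mice Rpsa-ps10 had 128 to 166 CPM, and in the TgSpi1FA+/+ preleukaemic mice 132 to 169, so loss of FANCA alone does not account for its low level. Of the 120 sets of 3 among the 10 mice of model 1, 9 had a gene with at most 20 counts in these mice and at least 200 in each of the others, so such a pattern also occurs in sets that no condition defines. No other biological explanation was tested.

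For the higher WNT list in TgSpi1FA−/− leukaemic cells, cells of another type in the cultures may be a candidate source. Of 8 abundant markers of fibroblasts, macrophages, neutrophils and endothelial cells (Col1a1, Col3a1, Lyz2, C1qa, S100a8, Mpo, Pecam1 and Cdh5), the highest in the leukaemic libraries was Pecam1 with 1.53 CPM in #28, while Lrp5 alone had 21.4 to 50.7 CPM. Other markers of these and of T cells were higher, with up to 34.4 CPM of Kdr, 21.4 of Tek, 5.55 of Col1a2, 5.23 of Lck and 3.5 of Cd68. However, Col1a2 was higher, with up to 273, in preleukaemic TgSpi1FA−/− mice, where Cd68 had up to 3.45. The megakaryocyte marker Itga2b had up to 242 CPM in leukaemic mice. In preleukaemic TgSpi1FA−/− mice, the highest of 6 megakaryocyte markers was Pf4 with 23 CPM, so cells of this type were not excluded. Kdr was highest in #39, where Pecam1 had 0.404 and Cdh5 0.177 CPM, and endothelial cells would bring these as well. The values of the 8 abundant markers argue against cells that bring these transcripts as the source of the higher list. Whether Kdr and Tek come from the leukaemic cells was not tested. A change of the leukaemic cells themselves stays open as a hypothesis.

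Mdm4 lay in a region that was higher as a whole in TgSpi1FA−/− leukaemic cells, with a median log2 fold change of 1.08 for the 45 other genes within 2 Mb, and 4 of 244 windows of 4 Mb had a median as high. This is consistent with a gain of copies around Mdm4. By mouse, relative to the median of all libraries of model 1, 25 genes of the region were at 1.43 in #39, 0.41 in #28 and −0.13 in #26, and Mdm4 at 1.76, 1.00 and 0.77. Without #39 the region had a median of 0.45 and Mdm4 a log2 fold change of 1.08, and the region was not higher in #26, so a gain of it does not account for Mdm4 in #26. In #28 the whole of chromosome 1 was higher, by 0.34 in the first and 0.33 in the second table (median log2 level relative to other libraries), so a gain in #28 stays open for a part of its change in Mdm4. The genes of the region were also low in the preleukaemic mouse #224, at −0.59. Without #224 its median was 1.00, which argues against a loss in #224 as the cause. The p53 target list had a median log2 fold change of 0.19, or 0.13 with genes near 0 counts at their bound, with 18 genes higher and 11 lower (adjusted p = 0.436 from camera). As it goes both ways, it decides nothing on whether Mdm4 lowered the p53 response. In the second table, in which only TgSpi1FA+/+ preleukaemic mice can be compared with leukaemic ones, no difference in Mdm4 was detected (log2 fold change 0.20, or 0.70 without #445, adjusted p = 0.842 and 0.412 from edgeR's test). In that table #445 had 666 CPM, the other preleukaemic mice 210 to 273 and the leukaemic mice 282 to 571. The first table gave 1.31, so #445 accounts for a part of the difference between the tables, and the cause of the rest was not tested.

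Kit had 810 CPM in #26. The 22 other genes within 2 Mb of Kit were higher in #26 than in the leukaemic mice #28 and #39 by a median log2 difference of 0.97, and Kit by 1.77. Nras was higher in #28 and #39 than in #26 by 1.86, and the 21 genes around it by a median of 1.26. Both are consistent with a gain of copies of Kit in #26 and of Nras in #28 and #39. The paper's Supplementary Table S3 lists a gain to 3 copies over Nras in #28 but also in #26, in which Nras was lower. The gains taken from it included none over Nras in #39 and none over Kit in #26. Copy number was not analysed here.

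In #39, Spi1 had 3.87 CPM and Hbb-bs 0.834 CPM, against 629 and 990 CPM in #26. The highest of the abundant markers of other cells in #39 was Pecam1 with 0.404 CPM, which argues against fibroblasts, macrophages, neutrophils and endothelial cells, although Kdr had 34.4 CPM, and Spi1 had 4.66 CPM in #39 in the second table, which argues against a fault of one sequencing. A lower expression of Spi1 in the leukaemic cells of this mouse may remain as a hypothesis.

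The libraries #445 and #479 were nearly alike in the first table. In the second table 308 genes differed at least 4-fold between them, and for 83.1% of these #445 of the first table was nearer to #479 of the second. Over all 24692 genes in both tables, #479 of the second had a Pearson correlation of 0.9695 with #445 and 0.9684 with #479 of the first, and #445 of the second had 0.9603 with #445, 0.9594 with #479 and 0.9661, its highest, with #451, so these correlations do not set #445 and #479 of the first table apart. Chromosome 14 was higher by 0.38 in #479 of the second table than in #479 of the first, and chromosome 6 by 0.43 in #445 (median log2 level relative to other libraries). Of 133 such values of the mice in both tables, these 2 alone moved by at least 0.3. They are consistent with cells of both mice that differed between the tables. As a change of #445 between the tables would also bring #445 of the first nearer to #479 of the second, the 83.1% leave open whether cells of 1 mouse stand under both numbers in the first table. No biological explanation was tested.

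Across genes, the log2 fold changes of both models had a Pearson correlation of −0.016. Genes called by DESeq2 in both models were 87, of which 60 changed in the same and 27 in the opposite direction. A leukaemic change shared by both models can be neither shown nor excluded by this correlation, since strain and library protocol differ between the models. Relative to the other libraries of model 1, chromosome 18 in #77 had a median log2 level of −0.91 and chromosome 13 in #451 of −0.63.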
